# Amalgam plays a dual role in controlling the number of leg muscle progenitors and regulating their interactions with the developing *Drosophila* tendon

**DOI:** 10.1371/journal.pbio.3002842

**Published:** 2024-10-07

**Authors:** Blandine Moucaud, Elodie Prince, Elia Ragot, Yoan Renaud, Krzysztof Jagla, Guillaume Junion, Cedric Soler

## Abstract

Formation of functional organs requires cell–cell communication between different cell lineages and failure in this communication can result in severe developmental defects. Hundreds of possible interacting pairs of proteins are known, but identifying the interacting partners that ensure a specific interaction between 2 given cell types remains challenging. Here, we use the *Drosophila* leg model and our cell type-specific transcriptomic data sets to uncover the molecular mediators of cell–cell communication between tendon and muscle precursors. Through the analysis of gene expression signatures of appendicular muscle and tendon precursor cells, we identify 2 candidates for early interactions between these 2 cell populations: *Amalgam (Ama*) encoding a secreted protein and *Neurotactin (Nrt)* known to encode a membrane-bound protein. Developmental expression and function analyses reveal that: (i) Ama is expressed in the leg myoblasts, whereas Nrt is expressed in adjacent tendon precursors; and (ii) in Ama and Nrt mutants, myoblast-tendon cell–cell association is lost, leading to tendon developmental defects. Furthermore, we demonstrate that Ama acts downstream of the FGFR pathway to maintain the myoblast population by promoting cell survival and proliferation in an Nrt-independent manner. Together, our data pinpoint Ama and Nrt as molecular actors ensuring early reciprocal communication between leg muscle and tendon precursors, a prerequisite for the coordinated development of the appendicular musculoskeletal system.

## Abstract 2

Communication between different cell lineages is crucial for the formation of functional organs. This study identifies Amalgam and Neurotactin as essential players that mediate early reciprocal communication between leg muscle and tendon precursors to coordinate the development of the Drosophila leg.

## Introduction

Development of organs in a multicellular organism requires the orchestration of cell–cell interactions that control the assembly of various cell types. Altered cellular communication or inappropriate responses to intercellular signals can lead to major developmental defects [1]. Research on multicellular organism development generally focuses on one specific tissue. Classically, these studies highlight how the activation of signaling pathways, in a cell-autonomous or non cell-autonomous manner, influences the fate or behavior of a particular cell type. However, bi-directional communication between different cell types, and how these cells are integrated into a functional physiological unit, have been less investigated.

The limb musculoskeletal system is a remarkable model to study the integration of multiple cell types. It is composed of muscle fibers, motor neurons, blood vessels, and connective tissue (CT) cells. CTs include tendons connecting muscles to bones and irregular muscle CT (MCT) cells surrounding and connecting muscle fibers. During vertebrate development, CT progenitors from the lateral plate mesoderm and myogenic cells from the myotome undergo a coordinated migration into the limb bud and differentiate coordinately to build the appendicular musculoskeletal organ. Flies do not possess an internal skeleton. Instead, their muscles are connected to the exoskeleton through specialized muscle attachment cells known as apodemes. These structures are regarded as the functional counterparts of tendons found in vertebrates. Tendon and muscle progenitors of the *Drosophila* larval muscle system develop independently from each other [2]. However, in the *Drosophila* leg, the behavior of tendon and muscle progenitors are intimately linked [3,4]. This suggests that, like in vertebrates, there are reciprocal interactions between muscle and CT progenitors shaping the appendage musculature [5–7].

*Drosophila* leg musculature develops from the appendicular muscle precursors that lie on the surface of the leg disc in close vicinity of the leg tendon precursors that derive from the disc epithelium. At the onset of metamorphosis, tendon precursors undergo a collective cell migration and form long internal structures inside the developing leg, whereas myoblasts aggregate and engage in a coordinated migration following the invaginating tendon precursors. Consequently, the perturbation of tendon formation during the early steps of leg development affects the spatial localization of the associated myoblasts [7]. Interestingly, *Drosophila* leg myoblasts express *ladybird (lb)*, the vertebrate ortholog of *Lbx1*, which is also expressed in vertebrate myoblasts and required for their migration into the limb buds [8–10]. Moreover, appendicular tendon specification and invagination/migration rely on Stripe (Sr), Dar1 and Odd-skipped (Odd), 3 transcription factors whose vertebrate orthologs are markers of limb tendon and MCT cells [11,12]. Strikingly, in the limb of chick embryo, a subset of MCT cells expressing Odd skipped-related 1 (Osr1), the ortholog of Odd, were observed in close association with migrating Lbx1+ myogenic progenitors [11]. In *Osr1* mutant, the pool and distribution of myogenic cell is altered, suggesting that muscle progenitors require Osr1+ MCT cells to survive/proliferate and/or to reach the correct position [11].

Thus, convergent observations in vertebrates and invertebrates suggest the existence of a common genetic circuitry that controls muscle and CT progenitor interactions, and coordination during appendicular development. The molecular signals that ensure the specificity of interactions between subpopulations of myoblasts and their respective tendon precursors remain largely unknown. This prompted us to use the *Drosophila* model to search for candidates affecting early interactions between muscle and tendon precursors.

Nrt is a transmembrane protein of the serine esterase-like family and belongs to the family of neuronal cell adhesion molecules [13–17]. Ama is a secreted protein of the immunoglobulin superfamily [18] that plays a role as a cell adhesion molecule involved in axon guidance [15,16] by acting through its ligand, Nrt. In the central nervous system, Ama/Nrt also regulate neuroblast specification [19], and Ama affects glial cell proliferation/survival and migration through the receptor tyrosine kinase (RTK) signaling by modulating the expression of Sprouty, a negative regulator of the RTK pathway [20–22]. More recently, 2 independent single-cell transcriptomic studies indicated that Ama and Nrt are expressed in a subset of flight muscle progenitors. In the wing disc, depletion of Ama results in a reduced pool of wing disc-associated myoblasts [23], and Nrt is critical for proper direct flight muscle development [24].

Here, we generate transcriptomic data sets from myogenic precursors and analyze them together with our previously published data sets on isolated tendon precursors [25] and identify Neurotactin (Nrt) and its binding partner, Amalgam (Ama), as candidates selectively expressed in a specific tendon cluster and in leg myoblasts, respectively. We show that knockdown of Ama results in a dramatic decrease of the leg disc myoblast population independently of Nrt. However, later during metamorphosis, Ama and Nrt are both required for keeping tendon and myogenic precursor cells closely associated, thus ensuring correct development of appendicular muscles. These results highlight an unexpected double role of Ama during leg muscle formation in both maintaining the pool of leg muscle precursor cells and coordinating tendon-muscle precursor growth.

## Results and discussion

### Transcriptomics data identify Ama and Nrt as a candidate pair for cell–cell interaction

We previously reported transcriptional signatures of leg tendon precursor cells [25] at the developmental time point of 0 h after pupae formation (APF) when subpopulations of myoblasts localize around clusters of tendon precursors. Here, we analyzed the transcriptome of leg disc myoblasts at the same time of development to identify potential interacting pairs. After fluorescence-activated cell sorting and RNA sequencing of the myoblasts (see Material and methods and GSE245192), we performed differential gene expression analysis and identified a set of 2,236 differentially expressed (DE) genes in myoblasts compared to all other cells in the leg disc (Fig 1A and S1 Data). 

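mRNA was sequenced from GFP+ myoblasts that had been sorted from leg discs at 0 h APF and from input samples, which hold all cells of the leg disc, with 3 replicates in each group. GFP was driven in the myoblasts by R32D05 through the lexA/lexAop system, a transcription factor and its target site that are foreign to the fly. The input samples contain the myoblasts as well, so each fold change compares sorted myoblasts with the whole disc. Libraries were made with oligo(dT) priming and read from a single end. The authors aligned the reads with Hisat2, counted them with HTSeq and deposited RPKM values from Cufflinks, that is, reads scaled to the length of the gene and to the total of reads, for 17490 genes in the 6 libraries. Of these genes, 82 were listed without a symbol. The table holds no counts, but RPKM multiplied by the summed exon length of a gene (Ensembl release 115, dm6 coordinates, 17216 genes matched) fell on whole multiples of a single step in each library. Between 97.4% and 98.6% of the genes with fewer than 100 reads gave a whole number of reads. The steps gave a total of 84179930, 84316120 and 64759715 reads behind the RPKM of myoblast replicates 1, 2 and 3, and of 41455114, 60432784 and 67763265 reads behind that of input replicates 1, 2 and 3. In input replicate 1 the reads recovered on the matched genes add up to 45603729, more than this total, so there it is not the sum of reads over genes, for a reason that is not known. RPKM values summed to between 585415 and 668659 in the myoblast libraries, and to 963726, 481720 and 589908 in input replicates 1, 2 and 3. Genes with 1 to 9 reads were fewer than those with 10 to 99 reads, which is a wider range. In myoblast replicate 1 there were 346 against 1833 (18.9%), and in input replicate 3 there were 52 against 1052 (4.94%). A simulated library of independent reads gave 60.7%. The reads carry no molecular identifiers and are not independent molecules, so the total of reads overstates the precision of low values. Across the tested genes, log2 values correlated at 0.980 to 0.986 between myoblast libraries (Pearson), at 0.954 between input replicates 2 and 3, at 0.915 between input replicates 1 and 3 and at 0.875 between input replicates 1 and 2. Genes are not independent replicates, and these values only describe the libraries. The 7533 genes with an RPKM of at least 1 in at least 3 of the 6 libraries were compared with limma on log2(RPKM + 1), with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. Adding 1 to each value understates the change of genes with low RPKM. No further scaling was applied between libraries.

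**Figure D1:**
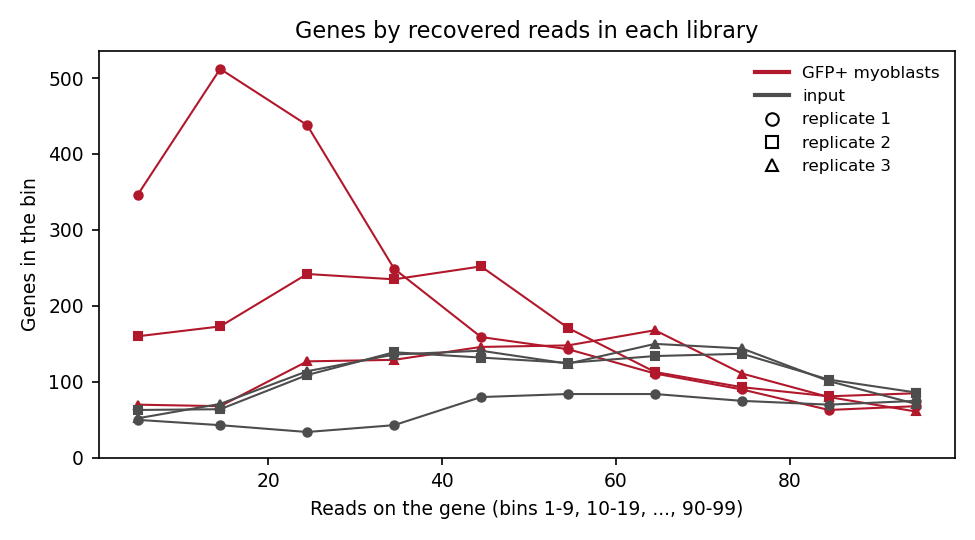
Number of genes (vertical axis) by the number of reads recovered from the RPKM values (horizontal axis, bins of 1 to 9 and then of 10 reads up to 99), with a line for each library, red for GFP+ myoblasts and grey for input, and a symbol for the replicate. Myoblast replicate 1 has 346 genes in the first bin, myoblast replicate 2 has 160, and the other 4 libraries have from 50 to 70.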

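Of the 7533 genes tested, 1534 were called (limma with Benjamini-Hochberg adjustment), 416 of them higher in myoblasts and 1118 lower. In each of these 1534 genes the 3 myoblast libraries all lay on one side of the 3 input libraries. Over all tested genes this held for 2849, or 37.8%, where chance gives 10%. The median log2 fold change of the tested genes was 0.01. Without input replicate 1, 2342 genes were called, of which 871 were higher, and these included 1516 of the 1534 genes. Without myoblast replicate 3 there were 903 calls. Higher genes made up 27.1% of the calls on the deposited values, 16.2% (181 of 1120) after each library was rescaled to the same sum, and 47.9% (823 of 1718) after quantile normalization, which moved the median log2 fold change of all tested genes to 0.16.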

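The genes twi, htl, zfh1, Him, Mef2, vg and ct (cut) were measured in each library. All 7 were called higher in myoblasts (limma with Benjamini-Hochberg adjustment), and all 7 were called when adjusted over the list alone. For twi (FBgn0003900, chromosome 2R of dm6, 22985374 to 23048325), RPKM was 138 ± 10.2 (SD, n = 3) in myoblasts and 22.6 ± 0.966 (SD, n = 3) in the input. Its log2 fold change was 2.56 (standard error 0.165, adjusted p = 2.90e-05 from limma with Benjamini-Hochberg adjustment). Every myoblast library lay above every input library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The largest RPKM was that of Him (FBgn0030900, chromosome X, 18209427 to 18210741), with 150 ± 17.3 (SD, n = 3) against 26.4 ± 5.14 (SD, n = 3). The log2 fold changes of zfh1, Him, Mef2 and htl were 2.53, 2.47, 2.47 and 2.44. Those of ct and vg were lower, at 1.89 and 1.44, and vg had the highest adjusted p of the 7 genes, 0.00678. With each library rescaled to the same sum, vg was no longer called (log2 fold change 1.50, adjusted p = 0.0606 from limma with Benjamini-Hochberg adjustment), where its adjusted p under the alternatives lay between 0.000429 and 0.0606. Mean input RPKM as a percentage of mean myoblast RPKM lay between 16.1% and 18.3% for twi, htl, zfh1, Him and Mef2, and was 25.6% for ct and 33.7% for vg. In the annotation, exons of twi overlap those of CG9897 and asRNA:CR42742, and exons of zfh1 overlap those of asRNA:CR45189. The paper's text does not state whether reads were counted by strand.

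**Figure D2:**
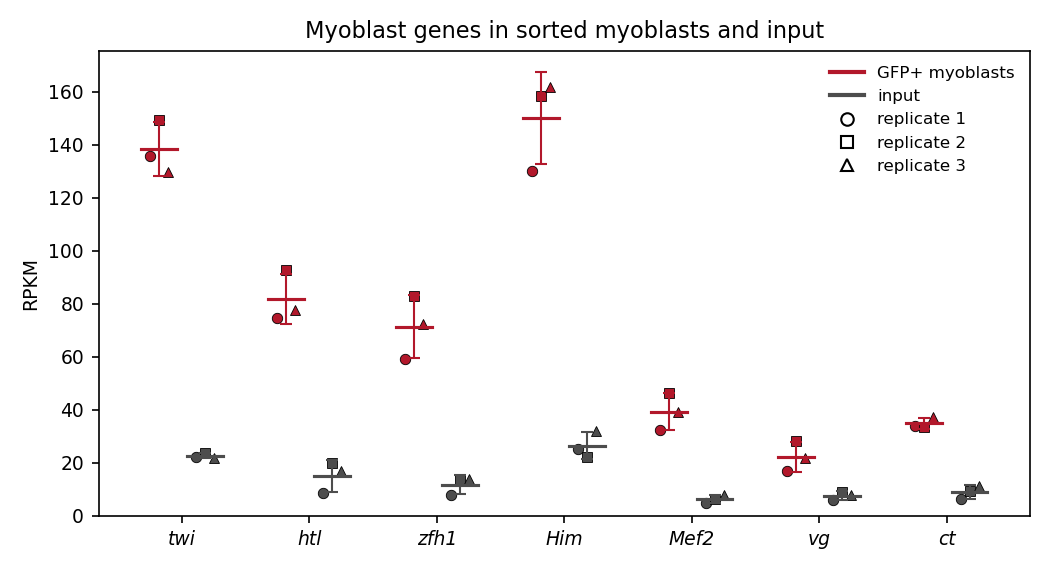
RPKM (vertical axis, linear from 0) of the 7 genes in the 3 GFP+ myoblast libraries (red) and the 3 input libraries (grey), with a symbol for each replicate, a horizontal line at the mean and bars of 1 SD. For each gene, all the myoblast libraries lie above all the input libraries, and the lowest mean in myoblasts is 22.2 RPKM, for vg.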

Among enriched genes (FC > 1.5), we consistently found genes specifically expressed in leg myoblast or involved in leg muscle development, such as *twist*, *htl*, *zfh1*, *him*, *mef2*, *vg*, *cut* [3,10,26–30]. Gene ontology (GO) analysis of enriched genes showed an overrepresentation of GO terms related to muscle development (Fig 1B). 

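The GO annotation was not used here, and the change of muscle genes was measured on lists of genes written down beforehand from general knowledge. The first list holds 20 genes of mesoderm and muscle development other than the 7 above, of which 19 were matched and 16 tested. Its median log2 fold change was 0.60, with 12 genes above 0 and 4 below (camera with a preset correlation of 0.01, adjusted p = 0.00139 over 9 lists; fry, adjusted p = 0.0330). Without input replicate 1 the median was 0.33. A mixed division of the libraries, with myoblast replicate 1 and input replicates 1 and 3 as a group, gave this list a smaller p. Before adjustment it was 0.000119 with camera, against 0.000616 for the real groups. The camera result therefore does not set the real groups apart for this list. In this list 8 genes were called, 7 of them higher, and the count was also 8 when adjusted over the list alone. Among them, stumps rose by 2.62 on the log2 scale, from 16.3 ± 1.17 RPKM (SD, n = 3) in the input to 105 ± 7.81 (SD, n = 3) in myoblasts, meso18E by 2.50 and mbc by 2.14. The gene called lower was lbl, with a log2 fold change of -2.55. The second list holds 17 sarcomere genes, of which 16 were matched and only 7 reached the RPKM needed for testing. Its median log2 fold change was 1.26, with 6 genes above 0 and 1 below (camera, adjusted p = 0.00730; fry, adjusted p = 0.00232). Of the 7, 4 were called higher and 1, Zasp52, lower, also when adjusted over the list alone. Act57B had 134 ± 36.0 RPKM (SD, n = 3) in myoblasts and Act87E 71.1 ± 16.4 (SD, n = 3), and reads of these actin genes can be divided between near-identical copies. Mhc, at 0.0297 RPKM on average in myoblasts, was below the limit for testing. Without a filter on low values the median over all 16 matched genes was 0.36, and among the 2 genes with a mean RPKM over 5 it was 2.55, so the size of the rise depended on which genes were tested. Calls under camera held under fry for both lists.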

We then searched for corresponding interacting partners expressed in muscle and tendon precursors. Considering an RPKM>5, we identified up to 290 pairs of cell surface or secreted proteins known to interact with each other. To identify pairs of interactors more likely to participate in specific interactions between tendon cells and myoblasts, we narrowed down this list to genes exhibiting a more specific expression (FC > 1.5) in tendon cells and myoblasts compared to other disc cells (Fig 1C). 

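In the myoblast libraries, 5747 of the tested genes had a mean RPKM over 5, and 392 of these were called higher than in the input. All 6 genes that Fig 1C lists on the myoblast side were among them, and all 6 were called when adjusted over the list alone, which is not independent evidence because the list was drawn from these libraries. Of the 6 genes, side (FBgn0016061, chromosome 3R of dm6, 27375088 to 27437482) changed most. It had 17.0 ± 3.88 RPKM (SD, n = 3) in myoblasts and 3.62 ± 0.857 (SD, n = 3) in the input, a log2 fold change of 1.95 (standard error 0.280, adjusted p = 0.00179 from limma with Benjamini-Hochberg adjustment). For otk (FBgn0004839, chromosome 2R, 12001473 to 12019846) the log2 fold change was 1.38 (standard error 0.367, adjusted p = 0.0318). Fas2 (FBgn0000635, chromosome X, 4132887 to 4206093) had a log2 fold change of 1.21 (standard error 0.296, adjusted p = 0.0220), Wnt4 (FBgn0010453, chromosome 2L, 7255419 to 7277171) of 1.12 (standard error 0.256, adjusted p = 0.0167) and fz2 (FBgn0016797, chromosome 3L, 19140975 to 19235373) of 1.03 (standard error 0.196, adjusted p = 0.00725). These 4 genes were also well expressed in the input, where fz2 reached 60.7 ± 10.7 RPKM (SD, n = 3) and Fas2 52.3 ± 19.3 (SD, n = 3). Some of these calls were lost whichever myoblast library was left out. Those fits also called fewer genes in all, from 903 to 951 against 1534, so the losses do not point at a single library. Of the 6 genes, 3 passed without myoblast replicate 1, 2 without myoblast replicate 2 and 3 without myoblast replicate 3, and 2 passed with each library rescaled to the same sum. Fas2, otk and Wnt4 lost their call in each of these 4 fits.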

Among the most enriched genes, we found *Nrt* encoding a transmembrane protein (RPKM = 234, FC = 2.5) specifically in tendon cells and *Ama* encoding its binding partner. 

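Ama (FBgn0000071) lies on chromosome 3R of dm6 from 6762593 to 6765261. Its RPKM was 384, 401 and 370 in myoblast replicates 1, 2 and 3, with a mean of 385 ± 15.7 (SD, n = 3). The input replicates 1, 2 and 3 had 184, 87.8 and 111 RPKM, with a mean of 127 ± 50.2 (SD, n = 3). The log2 fold change was 1.66, or 3.15-fold (standard error 0.275, adjusted p = 0.00383 from limma with Benjamini-Hochberg adjustment). Every myoblast library lay above every input library (exact permutation test, two-sided, p = 0.1 over 20 arrangements, the smallest that 3 libraries against 3 allow). By mean RPKM in myoblasts, Ama ranked 7th among the 416 genes called higher. Input replicate 1 held the highest input value, and without it the log2 fold change was 1.95. Over the 6 fits that each left out one library it lay between 1.42 and 1.95. An annotated transcript on the opposite strand, lncRNA:CR45593, overlaps exons of Ama and had at most 4.05 RPKM in a library. The tendon cell libraries were not analysed here. The paper reasons that genes with more specific expression in tendon cells and in myoblasts than in other disc cells are the more likely to take part in specific interactions, and on this ground turns to Ama and Nrt.

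**Figure D3:**
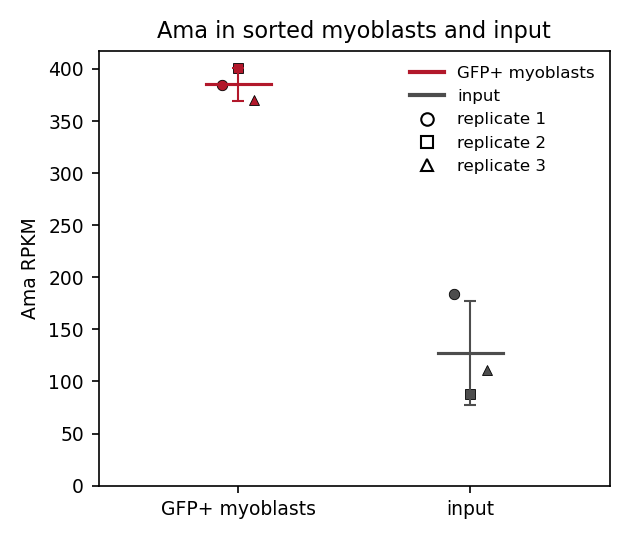
RPKM of Ama (vertical axis, linear from 0) in the 3 GFP+ myoblast libraries (red) and the 3 input libraries (grey), with a symbol for each replicate, a horizontal line at the mean and bars of 1 SD. The myoblast libraries lie between 370 and 401 RPKM, and the input libraries between 87.8 and 184 RPKM.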

*Ama* was highly enriched both in myoblasts (RPKM = 385, FC = 3) and in tendon cells (RPKM = 221, FC = 1.7). These data prompted us to analyze in detail the expression pattern of *Ama* and *Nrt* during leg disc development.

**Fig 1:**
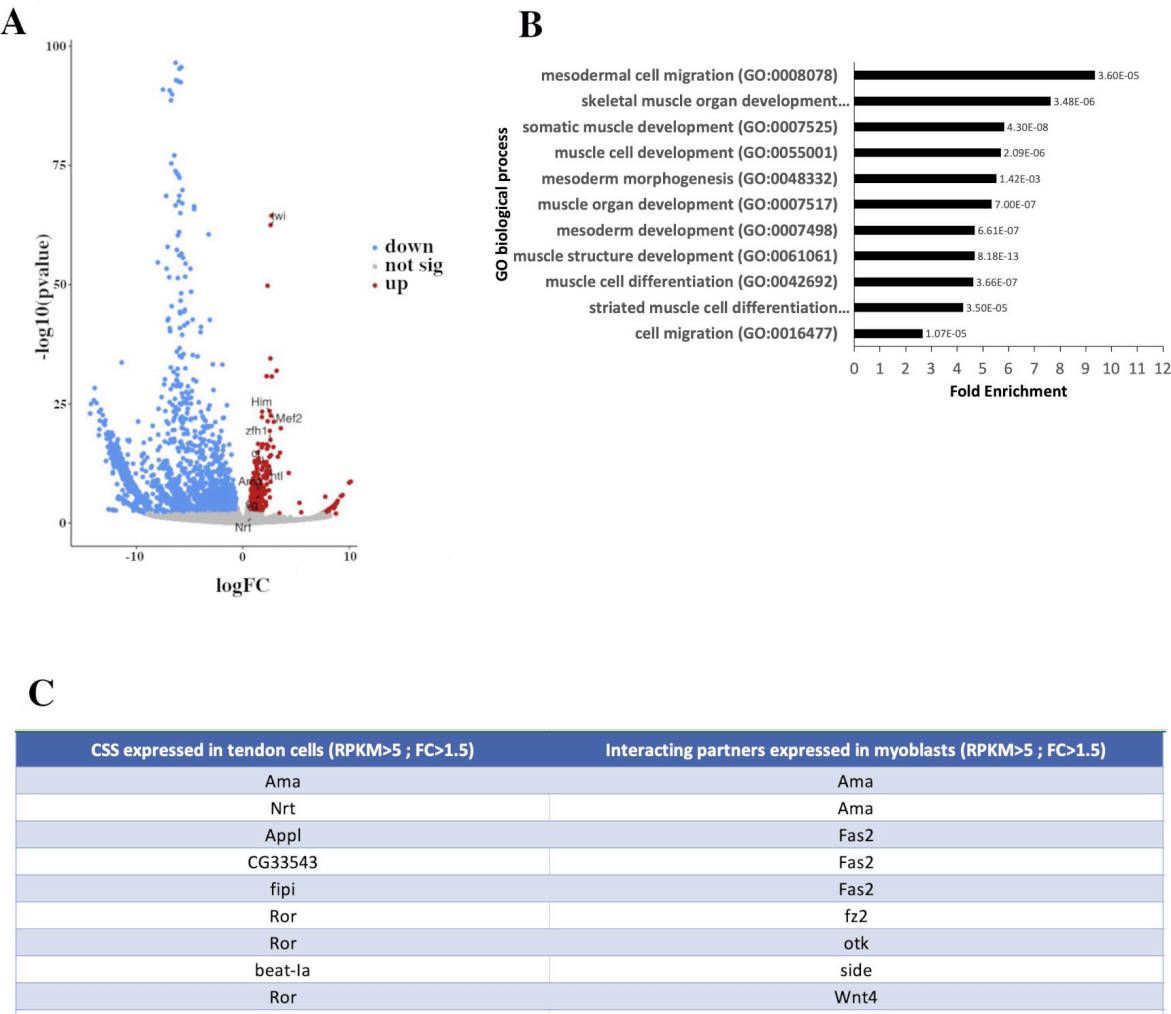
DE genes and interactome data in leg disc myoblasts. (A) Volcano plot showing DE genes, including 533 enriched genes (red) and 1,703 down-regulated genes (blue). Those not significantly changed (fold change < 1.5; *P* > 0.05) are in gray (S1 Data). Examples of genes known to be specifically expressed in myoblasts are annotated, as are *Nrt* and *Ama*. For graphical representation, outliers (-log10 (*p*-value) >100 and log FC >20) were excluded. Generated using Volcano Plot tool (Galaxy V.0.0.5). **(B)** GO analysis of enriched genes in leg myoblasts. Graph shows selected GO terms for biological process, GO term accession numbers, fold enrichment, and *p*-value. Data were obtained by GO overrepresentation test using PANTHER. **(C)** List of identified pairs of interacting partners expressed in myoblasts and tendon cells (Flybase protein interactions browser). Among the 290 pairs of interacting genes expressed in myoblasts and tendon cells (RPKM>5), 9 of them have corresponding interacting genes with a Fold Change >1.5. DE, differentially expressed; GO, gene ontology.

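The 1534 called genes ranged from a log2 fold change of -6.54 to 3.57 on the log2(RPKM + 1) scale. The most negative values were those of noe (FBgn0026197) at -6.54, Spn43Aa (FBgn0024294) at -6.50, pncr002:3R (FBgn0063127) at -6.46, verm (FBgn0261341) at -6.45 and ImpE2 (FBgn0001254) at -6.31, with adjusted p of at most 0.000189 (limma with Benjamini-Hochberg adjustment). ImpE2 had 1994 ± 275 RPKM (SD, n = 3) in the input and 25.0 ± 9.23 (SD, n = 3) in myoblasts. Exons of Spn43Aa overlap those of CG12828 on the opposite strand. These 5 genes were called in each fit that left out an input replicate. The most positive values were those of lms (FBgn0034520, chromosome 2R of dm6, 20556877 to 20559953) at 3.57 and unpg (FBgn0015561, chromosome 2R, 9195205 to 9199870) at 3.34. For lms, RPKM was 23.5 ± 2.56 (SD, n = 3) in myoblasts and 1.18 ± 0.869 (SD, n = 3) in the input, and its exons overlap those of Mgat1 on the opposite strand. For unpg, it was 54.4 ± 7.77 (SD, n = 3) in myoblasts and 4.81 ± 2.37 (SD, n = 3) in the input. The median summed exon length was 2469 bases for the genes called higher, 2475 for those called lower and 2149 for all tested genes. Without the Benjamini-Hochberg adjustment, 2156 genes passed, 763 of them higher and 1393 lower.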

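Nrt (FBgn0004108) lies on chromosome 3L of dm6 from 16766072 to 16777465. Its RPKM was 79.03, 106 and 100.3 in myoblast replicates 1, 2 and 3, with a mean of 95.1 ± 14.2 (SD, n = 3), and 23.2, 67.7 and 77.7 in input replicates 1, 2 and 3, with a mean of 56.2 ± 29.0 (SD, n = 3). The log2 fold change of 0.91 was not past the threshold (standard error 0.422, adjusted p = 0.190 from limma with Benjamini-Hochberg adjustment). The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that this design allows), but the gap between the lowest myoblast library and the highest input library was smaller than the spread within either group. Input replicate 1 set much of the difference, since the log2 fold change without it was 0.37. With libraries of the same number treated as pairs, the adjusted p was 0.0462 (limma with Benjamini-Hochberg adjustment). The methods do not state such a pairing. Exons of Nrt share 935 bases with those of mus302 on the opposite strand, whose reads would add at most 1.33 RPKM to Nrt in myoblasts. By mean RPKM in myoblasts Nrt ranked 685th of the 17490 genes.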

### Ama and Nrt show a complementary expression pattern in muscle and tendon precursors of the leg disc

As tendon precursors in the leg disc are specified from third larval instar (L3) and elongate during early metamorphosis, we performed immunostaining using anti-Nrt antibody on leg discs from L3 to 5 h APF expressing Lifeact.GFP in developing tendons (Sr>Lifeact.GFP line; Laurichesse and colleagues) (Fig 2A–2D and 2I–2L). Remarkably, in L3 stage, *Nrt* is expressed in only one cluster of tendon cells, in the dorsal femur, corresponding to the future tibia levator tendon (*tilt*) (for nomenclature, see Soler and colleagues) (Fig 2A and 2B). This tendon precursor-associated Nrt expression remains restricted to the dorsal femur in the next stages of development (Fig 2C, 2D, 2I, and 2J). In addition, Nrt is detected in the chordotonal organ (Fig 2A–2D, 2I, and 2J) and in the 2 most distal neuronal precursors that project axons in tarsi [31]. To follow *Ama* expression, we generated an *Ama*::*EGFP* knock-in line. In stages preceding tendon cell specification, Ama::EGFP protein can already be detected in the vicinity of leg disc myoblasts (S1A–S1F Fig). From L3 stage to 5 h APF, Ama is associated with muscle precursors located in the presumptive femur, tibia, and tarsi segments (Fig 2E–2H, 2K, and 2L), and is barely detectable around myoblasts in more proximal regions, at the periphery of the leg disc. This observation suggests that distal myoblasts could be the major source of secreted Ama protein. Noticeably, as early as L3 stage, Ama protein strongly accumulates in the dorsal femur at the interface with Nrt-expressing tilt tendon (arrowheads in Fig 2E–2H, 2K, and 2L). To accurately document the expression of *Ama* and *Nrt* in this specific region, we used confocal Airyscan technology to image at high spatial resolution, 5 h APF leg discs from a Sr>CAAXmCherry; *Ama*::*EGFP* line immunostained for the myoblast (Twist) and tendon (mCherry) markers and for Ama (EGFP) and Nrt (Fig 2M and 2N and 2M’ and 2N’). High-resolution imaging of dorsal femur region reveals close association of myoblasts with the invaginating tendon (Fig 2M and 2N). A closer view confirms that Nrt protein is specifically expressed by the developing tendon and concentrate at the membrane of cytoplasmic projections facing myoblasts (Fig 2M’ and 2N’). In contrast, Ama::EGFP staining accumulates at the interface between the myoblasts and the membrane of the tilt tendon cells exhibiting a more diffuse pattern, as expected for a secreted protein (Fig 2M’ and 2N’). This corroborates our previous findings that myoblasts align along this tendon, and disruption in tendon development impact their spatial distribution. To further investigate the membrane proximity of these 2 cell types, we identified a new myoblast-specific Gal4 line, R32D05-Gal4 (S1G–S1I Fig; [32]) to generate a transgenic line expressing a membrane tagged tdTomato fluorescent protein under the R32D05 regulatory region (R32D05::mCD4tdTomato). This line was crossed with the Sr-Gal4 line expressing a membrane tagged myrGFP protein (Sr>UAS-myrGFP), and 5 h APF leg discs from the F1 generation were immunostained using anti-Twist antibody. High-resolution images, using Airyscan technology, confirmed the close proximity of the 2 membranes, highlighting cytoplasmic filopodia from tendon cells weaving between myoblasts (Fig 2O and 2P and 2O’ and 2P’). These observations support the hypothesis of physical interaction between the myoblasts and developing tendons.

**Fig 2:**
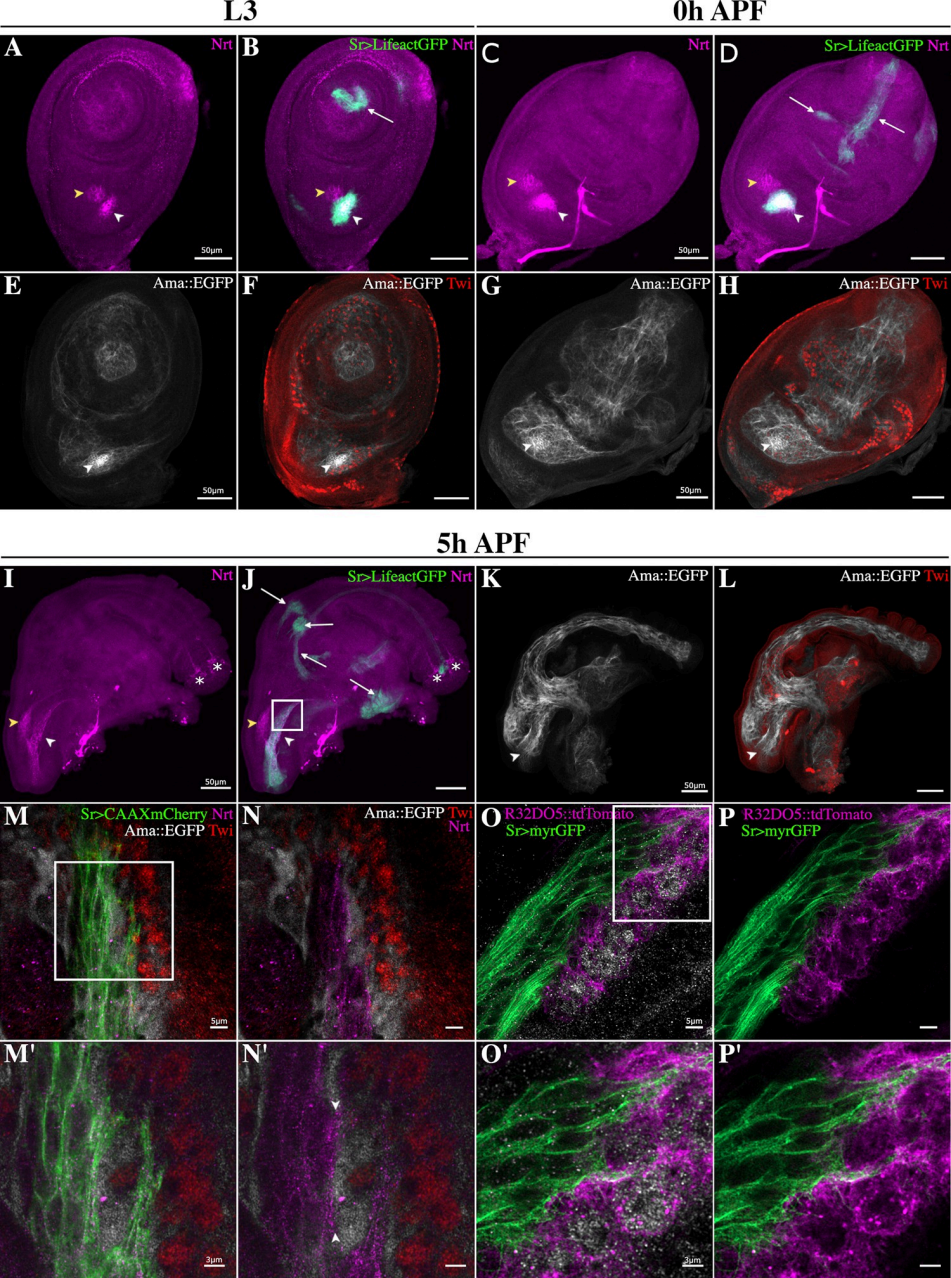
*Nrt* and *Ama* are expressed in muscle and tendon precursors during leg disc development. **(A–L)** Confocal optical sections of Sr-Gal4>UAS-Lifeact.GFP (green) and Ama::EGFP (gray) leg discs at different stages of development immunostained for Nrt (magenta) and for Twist (Twi—red), respectively. **(A–D)** In L3 and 0 h APF leg discs, Nrt is localized in the tilt tendon in the dorsal femur (white arrowhead) but not in the other tendon precursors in green (white arrows); note Nrt presence in the chordotonal organ (yellow arrow head). **(E–H)** In L3 and 0 h APF leg discs, Ama::EGFP protein is found surrounding most of distal myoblasts immunostained for Twi (red); but not around the most proximal ones at the periphery of leg disc. Ama::EGFP accumulates in the region of dorsal femur close to tilt tendon precursors (white arrowhead). **(I, J)** At 5 h APF, Nrt remains localized in the tilt that elongates in the dorsal femur (white arrowhead) and in the chordotonal organ (yellow arrowhead). Nrt is not visible in any tendons of the other segments (white arrows) but can be detected in the 2 most distal neuronal precursors projecting axons in tarsi (asterisks, Jan and colleagues). **(K, L)** At 5 h APF, Ama::EGFP is detected in the entire leg disc cavity where myoblasts stand, including the dorsal femur where the Nrt-expressing tilt tendon invaginates and elongates (arrowhead). **(M–P’)** High-resolution imaging of Nrt-expressing tilt tendon and surrounding myoblasts at 5 h APF using Zeiss Airyscan confocal technology. The imaged regions on these discs approximately correspond to the framed area of the disc shown in J. **(M, N)** Close up view of myoblast-tendon interface of a 5 h APF leg disc expressing *Sr-Gal4>CAAXmCherry* and *Ama*::*EGFP* immunostained with Twi and Nrt antibodies with higher magnifications (**M’, N’**) of the framed area in **M**. Ama::EGFP (gray) localizes all around myoblasts (red) and next to the membrane of tendon cells (green), whereas Nrt (magenta) is specifically found in tendon cells. Note the enrichment of Nrt at the tendon membrane (between arrowheads in **N’**) facing the myoblast where Ama::EGFP accumulates. **(O, P)** Close up view of myoblast-tendon interface of a 5 h APF leg disc expressing *Sr-Gal4>myrGFP* and *R32D05*::*tdTomato* immunostained with Twi antibody with higher magnifications (**O’, P’**) of the framed area in **O**. Labeled membranes of myoblasts (magenta) and tendon cells (green) show a closed proximity of these 2 cell types with cytoplasmic projections from tendon cells navigating between myoblasts. Note the relative short distance between the plasma membrane and the immunostaining of Twist transcription factor suggesting that in these cells nuclei occupy most of the cell volume. APF, after pupae formation.

To precisely determine the origin of *Ama* expression, we performed a series of in situ hybridizations to detect *Ama* RNA in leg discs (Fig 3). We used the myoblast-specific Gal4 line R32D05-Gal4 crossed with an UAS-GFP line. In L3 larval leg disc of R32D05>GFP line, *Ama* RNA colocalizes with most GFP+ myoblasts as well as in 3 distinct clusters in tarsal segments, revealing an additional source of Ama in most distal segments (Fig 3A–3C). In the dorsal femur, in the vicinity of Nrt+ tendon, myoblasts show a particularly high level of *Ama* RNA. To confirm that *Ama* expression is myoblast-specific, we crossed a UAS-AmaRNAi line with R32D05-Gal4>UAS-GFP line [32]. Ama RNAi expression in myoblasts led to a strong reduction of *Ama* RNA level in leg disc, except in the 3 clusters in the tarsi where R32D05-Gal4 driver is not expressed (Fig 3D–3F). In the dorsal femur, *Ama* expression is completely abolished indicating that at L3 stage, myoblasts are the only source of Ama in this region. However, at later stage of development (5 h APF), *Ama* RNA was clearly detectable in both myoblasts and in the tilt tendon in control leg disc (S2A–S2C and S2G–S2I Fig). Accordingly, when we used specific Gal4 drivers to induce UAS-AmaRNAi either in myoblasts (R32D05-Gal4) or tendon (Sr-Gal4), *Ama* expression was abolished only in myoblasts or only in the tendon (S2D–S2F and S2J–S2L Fig). This result indicates that, a few hours after pupae formation, the tendon in the dorsal femur also expresses *Ama*. To determine whether myoblasts are the sole source of the Ama protein in the dorsal femur, we examined the presence of the Ama protein in R32D05-Gal4>UAS-AmaRNAi discs, where most of the myoblasts are missing at 5 h APF. To mitigate any potential effects of the GFP peptide on the stability of the Ama::EGFP protein, we used an antibody that directly targets the Ama protein [33]. When *Ama* expression is specifically reduced in myoblasts, the Ama protein level is barely detected in the femur region at 5 h APF (**S2M–S2P Fig**). This suggests that, although *Ama* transcripts are detected in tilt at 5 h APF, the myoblasts remain the major source of Ama protein at this stage.

**Fig 3:**
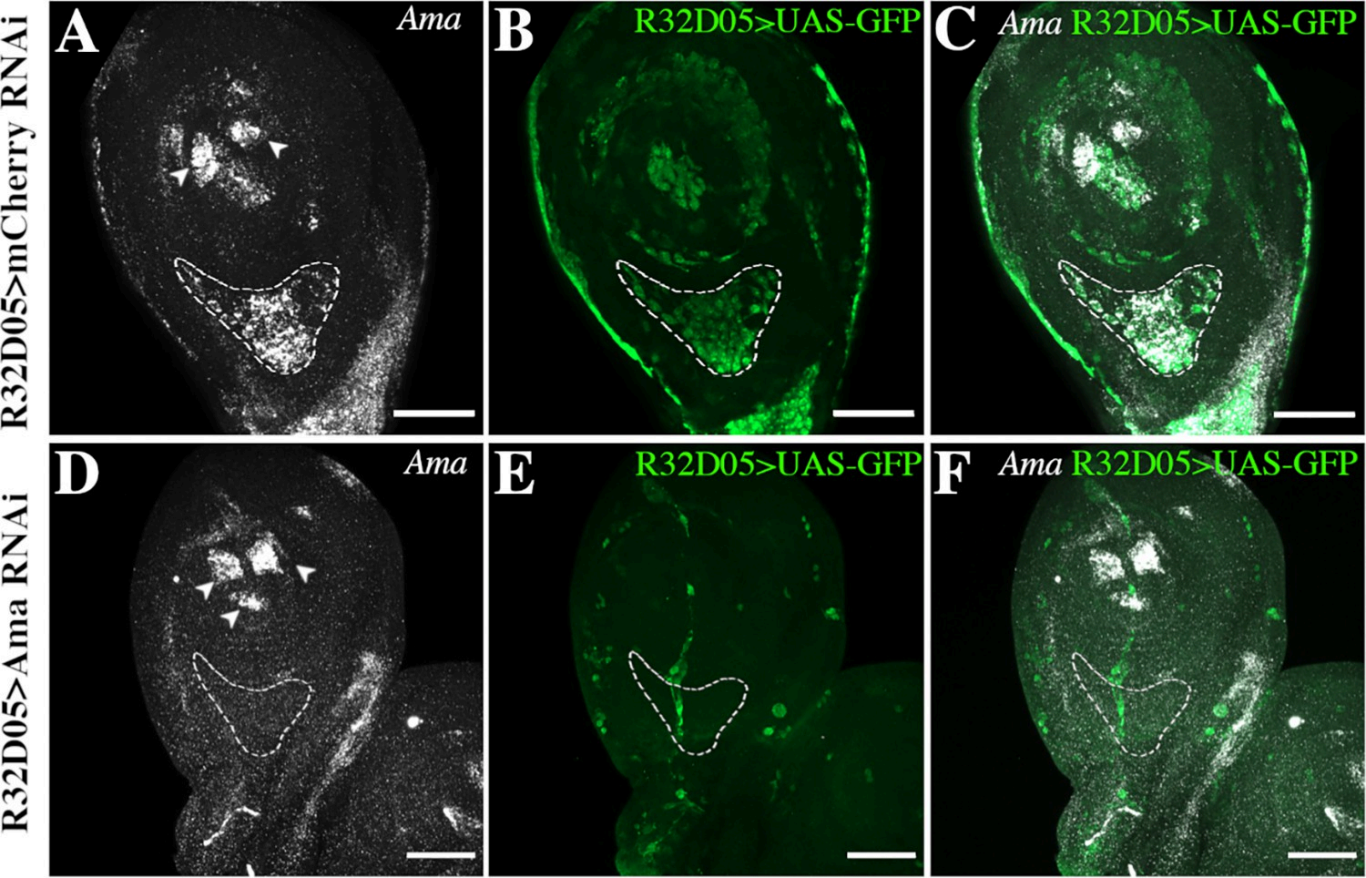
Myoblasts are a main source of Ama in third larval instar. Expression of *Ama* revealed by in situ hybridizations on L3 leg discs from R32D05-Gal4>UAS-GFP larvae. **(A–C)** In control leg disc expressing *UAS-mCherryRNAi* in the myoblasts, *Ama* mRNA localized in myoblasts (green) with a sustained expression in the dorsal femur (outlined area). Note the 2 additional sources of *Ama* mRNA in the most distal tarsus that are not GFP-positive (arrowheads in A). **(D–F)** In leg disc expressing *UAS-AmaRNAi* specifically in the myoblasts, *Ama* expression is nearly abolished in the region of the tilt in the dorsal femur (outlined area); confirming that, in this region, myoblasts are the main source of Ama transcripts at this stage. As an internal control, *Ama* remains strongly expressed in the 3 non-GFP clusters of the distal tarsus (arrowheads). Scale bar 50 μm.

Overall, our expression analyses indicate that most myoblasts express *Ama*, while *Nrt* is restricted to a single developing tendon (tilt). *Ama* expression is also initiated earlier in larval development than that of Nrt and could be detected in leg myoblasts at L2 larval stage (S1A–S1F Fig). Thus, spatial and temporal expression patterns of Ama and Nrt suggest that during appendicular myogenesis Ama could act not only by interacting with Nrt but also in a Nrt-independent way.

### Ama controls myoblast number in an Nrt-independent way

Ama was previously shown to regulate the pool of glial cells and flight muscle progenitors [22,23]. Interestingly, Ama is expressed in leg disc myoblasts from the early larval stage onwards (S1A–S1C Fig). Ama down-regulation in myoblasts in R32D05-Gal4>UAS-GFP leg discs (Fig 3) leads to a strong reduction in GFP fluorescence, suggesting that the number of myoblasts could have been reduced. Because the number of total leg disc myoblasts and their proliferative rate have never been precisely determined, we first counted them at different stages of development using a Twist antibody. The number of myoblasts grows from a pool of around 10 per disc primordia at the end of embryonic stage to 36 (+/−10) at mid-L2 stage and to 653(+/−82) by the end of L3 stage.

To thoroughly assess the effect of Ama knockdown on the pool of myoblasts, we used a Twist antibody to compare the number of muscle progenitors in L3 leg discs from R32D05-Gal4>UAS-AmaRNAi, R32D05-Gal4>UAS-mcherryRNAi, and w^1118^ strains. Myoblast-specific RNAi-knockdown of *Ama* leads to a severe reduction in muscle precursors with almost no Twist+ myoblasts (<10/disc) when compared to both controls (Fig 4A, 4B, and 4E and S2 Data). No significant differences could be observed between R32D05-Gal4>UAS-mcherryRNAi and w^1118^ controls, with 643 and 653 myoblasts on average, respectively, by the end of L3. Thus, Ama depletion results in a severe reduction of Twist+ myoblasts associated with the leg disc. As a decrease in the number of cells may be due to a defect in cell proliferation and/or to an increase in cell death, we tested these 2 variables by immunostaining L3 leg discs with antibodies against either the mitotic marker phospho-histone H3 (pH3) or the apoptotic marker caspase-activated Dcp1. Because these 2 antibodies were raised in rabbit, as was the Twist antibody, we could not use this latter to visualize the myoblasts. So, we performed the anti-Dcp1 and anti-pH3 immunostainings on R32D05-Gal4>UAS-AmaRNAi and R32D05-Gal4>UAS-mcherryRNAi leg discs expressing UAS-GFP to visualize the myoblasts (Fig 4F–4J). Then, we quantified the number of GFP cells that were pH3+ or Dcp1+. In control leg discs, 1.8% of cells were pH3+/GFP+. After *Ama* RNAi induction, this ratio decreased at 0.7% (Fig 4F–4H and S2 Data), and 2.5% of GFP+ cells were also Dcp1+ in controls, indicating the cells were apoptotic. This ratio increased to 13.8% when *Ama* was knocked down (Fig 4H–4J). The low number of total myoblasts in L3 leg discs after Ama knockdown (<10) can make these outcomes difficult to interpret. Thus, to increase the number of myoblasts at the time of counting (L3), we delayed the expression of the *UAS-AmaRNAi* transgene using Gal80^ts^, a thermosensitive form of the Gal4-inhibitor Gal80 [34]. In this way, we induced *UAS-AmaRNAi* expression from L2 stage, and we could count an average of 100 GFP+ cells in L3 stage. The percentage of mitotic cells was still significantly lower compared to controls, and the percentage of apoptotic cells was higher (Fig 4H), indicating that Ama depletion affects both viability and the proliferation rate of leg disc myoblasts. Since *Ama* expression was also observed in tendon cell (Figs 2 and S2), we tested whether AmaKD could similarly impact the viability and the proliferation rate of these cells. However, anti-Ph3 and anti-Dcp1 immunostainings showed no difference between Sr-Gal4>UAS-AmaRNAi and control leg discs (S3A–S3C Fig).

**Fig 4:**
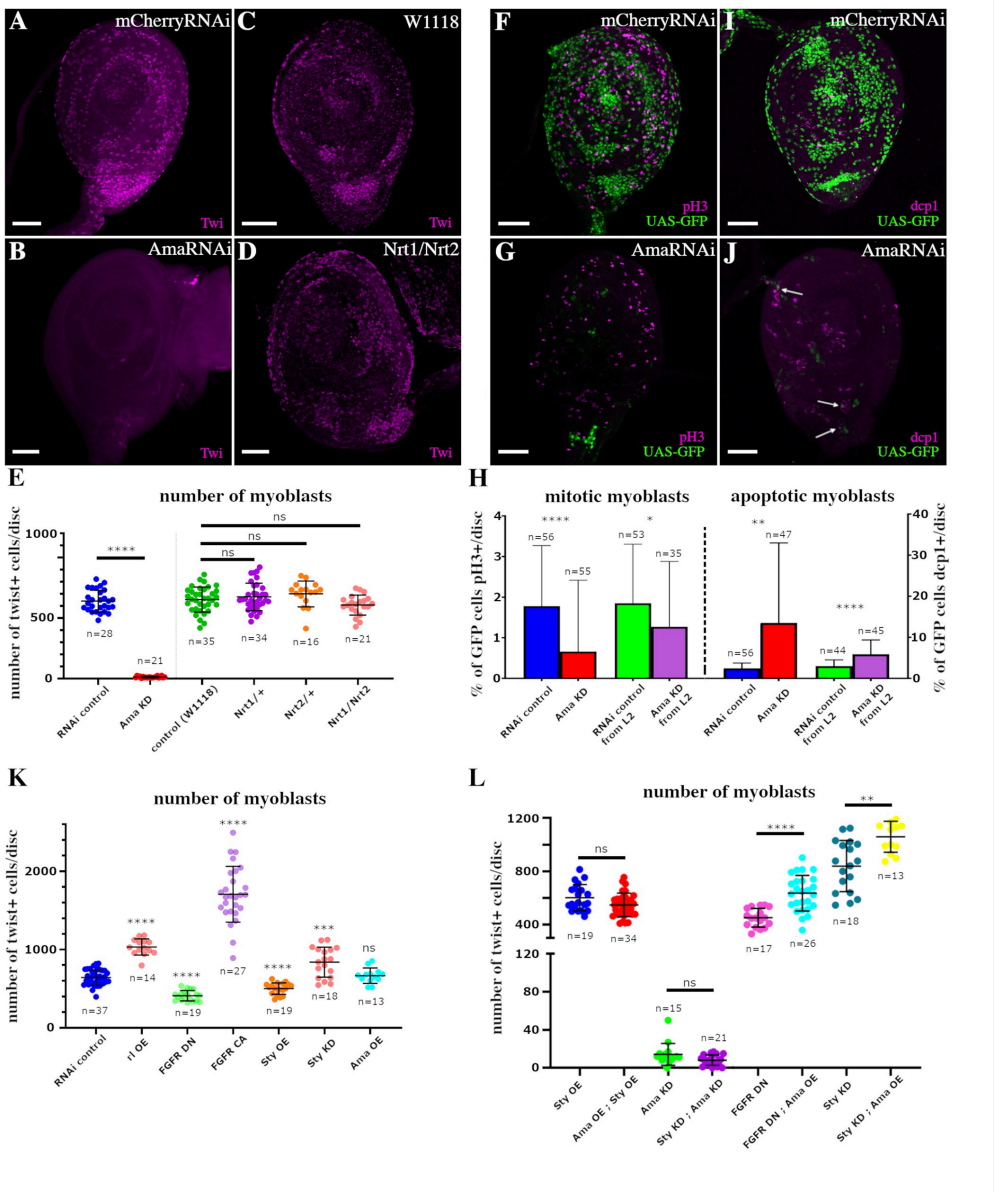
Ama controls the pool of myoblast number independently of Nrt. **(A–D)** L3 leg discs immunostained for Twi (magenta). **(A, B)** Expression of *UAS-AmaRNAi* in myoblasts using R32D05-Gal4 driver leads to strong depletion of myoblasts when compared to R32D05-Gal4>UAS-mCherryRNAi control. **(C, D)** Comparison between leg discs of w^1118^ control and Nrt^1^/Nrt^2^ transheterozygous show no difference in myoblast number. **(E)** Dot-plot graph showing the mean number of Twi-positive myoblasts per disc, in R32D05-Gal4>UAS-mCherryRNAi (control) leg disc versus R32D05-Gal4>UAS-AmaRNAi (Ama KD) leg disc, and between w^1118^control leg discs *versus* Nrt^1^/Nrt^+^ and Nrt^2^/Nrt^+^ heterozygous leg discs and Nrt^1^/Nrt^2^ transheterozygous leg discs. **(F, G)** R32D05-Gal4>UAS-GFP (green) leg discs immunostained for pH3 (magenta); a small portion of myoblasts are proliferating in control **(F),** while only few cells remained after *UAS-AmaRNAi* expression in the myoblasts **(G)**; none of them are pH3-positive. **(I, J)** R32D05-Gal4>UAS-GFP (green) leg discs immunostained for dcp1 (magenta); several apoptotic cells can be found among the GFP-positive cells remaining after *UAS-AmaRNAi* expression (arrows in J). **(H)** Graphs showing the percentage of mitotic myoblasts (on left) and the percentage of apoptotic myoblasts (on right). Compared to UAS-mCherryRNAi (control), the percentage of mitotic myoblasts is significantly reduced when *UAS-AmaRNAi* is expressed in the myoblasts from early larval stages (Ama KD) and when it is expressed from the beginning of L2 stage using Gal80^ts^ (Ama KD from L2). Compared to UAS-mCherryRNAi (control), the percentage of apoptotic myoblasts is significantly higher when *UAS-AmaRNAi* is expressed in the myoblasts from early larval stages (Ama KD) and when it is expressed from the beginning of L2 stage using Gal80^ts^ (Ama KD from L2). **(K)** Dot-plot graph showing the mean number of Twi-positive myoblasts per disc, in R32D05-Gal4 leg discs crossed with different UAS-transgenic lines affecting the FGFR pathway. Statistical analysis reveals an increase in the total of myoblasts when overexpressing an activated ERK (rl OE), a constitutive active FGFR (FGFR OE) or when down-regulating *sty* expression (Sty KD), compared to control RNAi. Inversely, overexpressing *sty* (Sty OE) or a dominant negative FGFR (FGFR DN) reduce the number of myoblasts. Note that overexpressing *Ama* (Ama OE) is not sufficient to induce an increase of myoblast number. **(L)** Dot-plot graph showing the mean number of Twi-positive myoblasts per disc in rescue experiments using R32D05-Gal4 driver. Overexpressing *UAS-Ama* together with *UAS-Sty* (Ama OE; Sty OE) show no significant difference in myoblast number when compared to *UAS-LacZ*, *UAS-Sty* overexpression (Sty OE). Co-expressing *UAS-StyRNAi* with *UAS-AmaRNAi* (Sty KD; Ama KD) is not sufficient to rescue the loss of myoblasts after *UAS-AmaRNAi*; UAS-LacZ (Ama KD) expression. Co-expressing UAS-Ama with UAS-HtlDN (FGFR DN; Ama OE) partially rescues the decrease of myoblast number of *UAS-HtlDN;* UAS-mCherryRNAi (FGFR DN) expression. Co-expression of *UAS-Ama* and *UAS-StyRNAi* (Sty KD; Ama OE) together enhances the phenotype of UAS-StyRNAi (Sty KD). In all graphs, error bars represent SD; *p < 0.05, **p < 0.*01*, ***p < 0.001, and ****p < 0.0001, ns: not significant, (Mann–Whitney test). *n* = number of discs (S2 Data). Scale bars = 50 μm.

A previous study suggested that Ama-depleted flight muscle precursors were unable to proliferate but the authors could not assay a defect in proliferation rate [23]. Moreover, Nrt was expressed in flight muscle precursors and its depletion resulted in a flight muscle defect, suggesting that Ama may interact with Nrt to regulate the pool of flight muscle myoblasts [23,24]. To test this possibility in leg myoblasts, we counted the number of Twist+ cells in leg discs of Nrt^1^/Nrt^2^ transheterozygous mutants. We observed no differences compared to w^1118^ or with heterozygous Nrt^1^/Nrt^+^ and Nrt^2^/Nrt^+^ leg discs (Fig 4C–4E). This result is consistent with the absence of *Nrt* expression in myoblasts at L3 stage (Fig 2). Moreover, myoblast depletion can already be observed in Ama-RNAi expressing leg discs of earlier stage L2 (S3A–S3F Fig), a stage when Nrt could not be detected in leg disc even in tendon cells, which are specified at the beginning of L3 stage (S3G–S3I Fig). We conclude that Ama controls the number of leg myoblasts in an Nrt-independent way during larval stages.

### Ama is a potential downstream effector of FGF pathway in the regulation of myoblast number

A previous study proposed that Ama could modulate the RTK pathway activity during *Drosophila* brain development by regulating Sprouty (Sty) expression, a negative regulator of this pathway [22]. In this study, when Ama was specifically attenuated in glial cells, single-cell RNA-sequencing showed a strong down-regulation of cell cycle genes such as *PCNA* and *Cyclins*, as well as high expression of the pro-apoptotic gene *hid*, supporting a role of Ama in regulating cell survival and proliferation. Interestingly, we had previously shown that the RTK pathway, FGFR, is involved in regulating the number of leg disc myoblasts [10]. To test whether Ama could regulate myoblast number through the modulation of the RTK pathway, we conducted a set of gain- and loss-of-function experiments using the R32D05-Gal4 line. First, we counted the total number of Twist+ myoblasts in leg disc expressing an active form of the downstream effector of the RTK pathway, ERK, also named Rolled (UAS-rl^sem^), a dominant-negative form (UAS-Htl^DN^) or a constitutively active form (UAS-Htl^CA^) of the FGF receptor Heartless (Htl) (Fig 4K and S2 Data). Compared to control (mean = 643 myoblasts/disc, *n* = 37), we found that the number of myoblasts was significantly increased in rl^sem^ (mean = 1032, *n* = 14) and in Htl^CA^ (mean = 1,706, *n* = 27) expressing leg discs, and reduced after Htl^DN^ induction in myoblasts (mean = 410, *n* = 19). This result confirmed that RTK pathways, and notably the FGFR pathway, are involved in controlling the number of total myoblasts. Overexpression of Sty (UAS-Sty) resulted in a significant decrease of myoblast number (mean = 502, *n* = 19), whereas its reduction (UAS-StyRNAi) leads to more myoblasts (mean = 839, *n* = 18), in accordance with its role of inhibiting FGFR pathway [20].

As Ama negatively regulates Sty expression in glial cells, we asked whether Ama could counteract Sty-induced changes in myoblast numbers in the developing leg. We found that Ama overexpression (Ama-HA) alone cannot rescue the reduced number of myoblasts caused by Sty overexpression (UAS-lacZ; UAS-Sty) (Fig 4L and S2 Data). Similarly, no rescue was observed when co-expressing AmaRNAi with StyRNAi compared to UAS-lacZ; UAS-AmaRNAi (Fig 4L). These results indicate that the hypothesis that Ama stimulates the FGFR pathway by negatively regulating *Sty* expression is not sufficient to explain the role of Ama in controlling leg myoblast number (see Material and methods for myoblast counting details). Nevertheless, we continued to investigate possible connections between Ama and the FGFR pathway. Previous work has shown that the expression of the constitutively active form of ERK can rescue the phenotype of Ama depletion in glial cells [22]. Therefore, we tried to rescue the UAS-AmaRNAi phenotype by co-expressing the UAS-rl^sem^. However, rl^sem^ overexpression was insufficient to rescue myoblast depletion (Fig 4L). Since we could not show an upstream effect of Ama on the FGFR pathway, we asked if Ama could act downstream. Strikingly, leg discs co-expressing UAS-AmaHA and UAS-Htl^DN^ showed a significantly higher number of myoblasts compared to the ones expressing UAS-Htl^DN^; UAS-mcherryRNAi. This suggests that Ama could, in fact, be a target of the FGFR pathway. Lastly, when Ama was overexpressed in a context where Sty expression was decreased (UAS-StyRNAi; UAS-AmaHA), the increase in the number of myoblasts was even higher than when only Sty expression was reduced (Fig 4L). However, the mere overexpression of Ama (UAS-AmaHA) without modifying Sty expression had no impact on the number of myoblasts (Fig 4K).

Thus, our results indicate that Ama does not promote myoblast proliferation by alleviating Sprouty’s inhibitory effect on the RTK pathway, in contrast to the previously described effect on glial cells [22]. However, the fact that Ama overexpression and Sty knockdown show an additive effect on myoblasts number and that Ama overexpression could improve loss of myoblasts in the Htl^DN^ context supports a model in which Ama acts downstream of FGF/RTK pathway. Another, non-mutually exclusive, possibility is that Ama enhances myoblast responsiveness to proliferation-inducing FGF signals. This view is supported by 2 studies. First, Ama knockdown was found to reduce the suppressive effect on retinal degeneration of the E3 ligase SORDD1 [35]. Second, a two-hybrid screen found Ama interaction with Syndecan [36], a proteoglycan acting as a co-receptor that modulates ligand availability for the FGF receptor [37].

### Ama and its receptor Nrt are required for myoblast-tendon adhesion

Given the restricted *Nrt* expression in one unique tendon precursor, the tilt, and the known role of Nrt as an adhesion molecule [13–15], we hypothesized that Ama and Nrt interact to ensure adhesion between myoblasts and the tilt. To test this hypothesis, we used an alternative myoblast specific driver, R15B03-Gal4 (S1A–S1F Fig), to induce Ama attenuation (UAS-AmaRNAi) after the extensive larval phases of proliferation. We combined the R15B03-Gal4 driver with R79D08-lexA that induced lexAop-GFP transgene in tendon cells (S4G–S4I Fig), allowing us to observe the developing tendons while inducing UAS-AmaRNAi in myoblasts from late L3 stage. We then analyzed the consequences of late myoblast-specific *Ama* knockdown on myoblast distribution at 5 h APF, a time when myoblasts are properly aligned along the elongating tilt tendon (Soler and colleagues, Fig 5A and 5A’). Late myoblast-specific *Ama* knockdown results in an apparent misdistribution of the myoblasts around the tilt tendon (Fig 5B and 5B’ compared to Fig 5A and 5A’). To quantify the myoblast position variability relative to the tilt, we measured the shortest distance between each myoblast and the surface of the tilt and calculated the myoblast-to-tendon mean distance (dMT) for each disc (for detailed protocol, see Material and methods and S5 Fig). In controls, myoblasts are located at an overall average dMT of 4 μm from the tilt across all discs, whereas in AmaRNAi-expressing leg discs, this value increased slightly but significantly to 5.4 μm. This result indicates that *Ama* knockdown, leads to myoblasts mis-distribution around the tilt, suggesting that the reduction of Ama level could affect myoblast-tendon adhesion (Fig 5D and S4 Data). To better assess whether *Ama* knockdown increases the probability of the myoblasts being located farther away from the tilt than in control, we calculated the percentage of discs for which the dMT was greater than 4 μm (average dMT across all control discs), and 68% of the discs expressing R15B03-Gal4>AmaRNAi had a dMT greater than 4 μm, compared to 45% of the control discs (Fig 5E and S4 Data). Thus, reducing level of *Ama* expressed by the myoblasts significantly increases the proportion of discs in which myoblasts are not properly associated with the tilt. In parallel, we generated a strain carrying the *Nrt*^*2*^ allele and the R79D08-lexA>lexAop-GFP transgenes that we crossed with the line carrying the *Nrt*^*1*^ allele. F1 were then analyzed the same way as Ama knockdowns for myoblast positioning relative to the tilt. R79D08-lexA>lexAop-GFP; *Nrt*^*2*^/*Nrt*^*1*^ transheterozygous mutants exhibit an average dMT of 6.2 μm, significantly elevated compared to the average dMT of R79D08-lexA>lexAop-GFP of 4.3 μm and R79D08-lexA>lexAop-GFP; *Nrt*^*2*^/*Nrt*^*+*^ controls (4.8 μm) (Fig 5D). As expected, the percentage of discs with a dMT greater than the average dMT of control discs (4.3 μm) was much higher in transheterozygous mutants (84%) compared to controls (48% and 45%, respectively, Fig 5E). Thus, in both *Ama* and *Nrt* knockdown contexts, myoblasts lose their ability to aggregate and to align along their corresponding tendon. These results support the hypothesis that Ama/Nrt heterophilic interactions play a role in myoblasts for tendon precursor adhesion. Given that Ama is a secreted protein [18] and Nrt is only present on the surface of the tendon, it is likely that Ama interacts with another membrane-associated protein at the surface of the myoblasts. Alternatively, the presence of a short hydrophobic domain at its COOH-terminal end suggests that Ama could directly tether to the membrane via a glycosyl-phosphotidylinositol (GPI) anchor [18] similar to other cell adhesion molecules [38].

**Fig 5:**
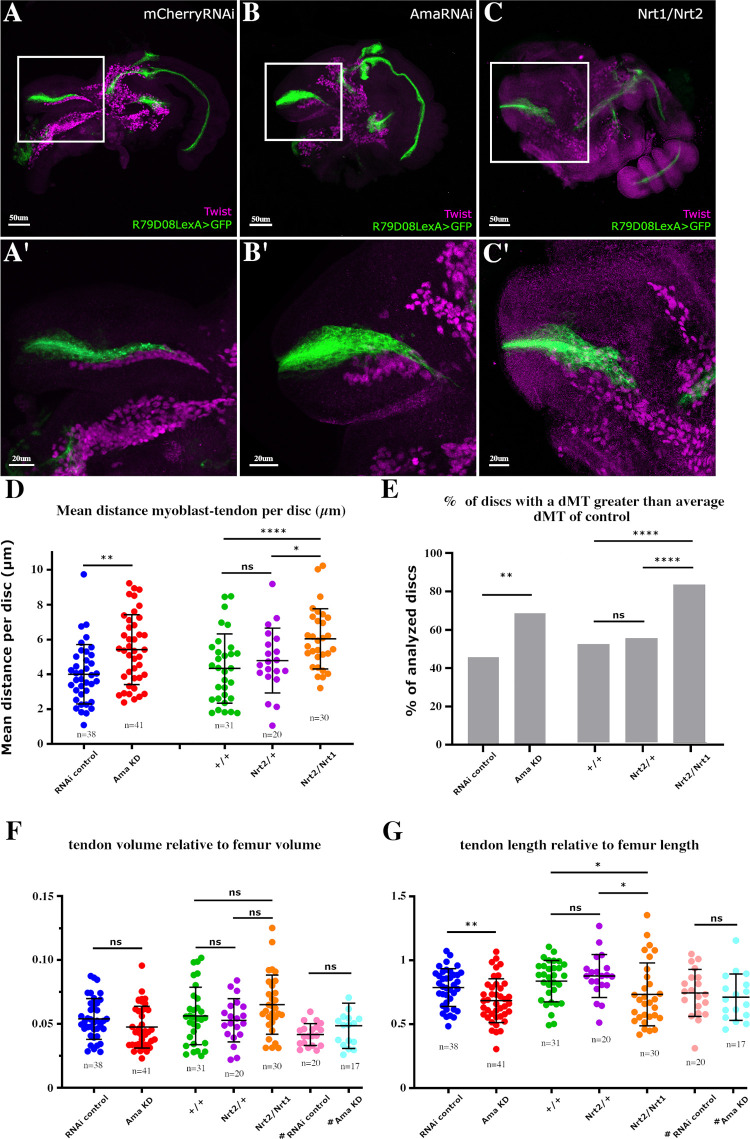
Myoblast positioning and tendon morphogenesis require Ama and Nrt. **(A–C)** Confocal optical sections of 5 h APF leg disc immunostained for Twi from **(A)** R79D08-lexA>lexAop-mCD8::GFP; R15B04-Gal4>UAS-mCherryRNAi, from **(B)** R79D08-lexA>lexAop-mCD8::GFP; R15B04-Gal4>UAS-AmaRNAi and from **(C)** R79D08-lexA>lexAop-mCD8::GFP; Nrt^1^/Nrt^2^ transheterozygous. **(A’–C’)** Higher magnifications of the dorsal femur regions from (A), (B), and (C), respectively. **(A, A’)** In control leg discs expressing *UAS-mCherryRNAi* using R15B03-Gal4 late myoblast driver, the tilt (green) has elongated within the dorsal femur cavity to form a long internal structure along which the myoblasts (magenta) are aligned. **(B, B’)** When *UAS-AmaRNAi* is expressed in the myoblasts, they lose their adhesion with the tilt; the tilt itself appears wider and shorter compared to control. **(C, C’)** The same observations can be made in Nrt^1^/Nrt^2^ transheterozygous leg discs, with a misdistribution of the myoblasts along the tilt and an elongation default of the tilt. **(D)** Dot-plot graph showing the mean distance between myoblasts and the tilt surface; each dot corresponds to the mean distance between the tilt and all the myoblasts for one disc. The average of mean distance for R79D08-lexA>lexAop-mCD8::GFP; R15B04-Gal4>UAS-AmaRNAi (Ama KD) leg discs is statistically higher compared to R79D08-lexA>lexAop-mCD8::GFP; R15B04-Gal4>UAS-mCherryRNAi (control RNAi) leg disc (*p* < 0.0016). This average is also higher when comparing R79D08-lexA>lexAop-mCD8::GFP; Nrt^1^/Nrt^2^ transheterozygous leg discs with both R79D08-lexA>lexAop-mCD8::GFP (+/+) (*p* < 0.0008) and R79D08-lexA>lexAop-mCD8::GFP; Nrt^2^/Nrt^+^ (*p* < 0.0201) control leg discs. **(E)** Graphs showing the percentage of discs for which the mean distance between the myoblasts and the tilt is higher than the average mean distance of the controls UAS-mCherryRNAi and +/+, respectively. **(F)** Dot-plot graph showing the volume of the tilt, each dot corresponds to one disc. No statistically significant difference is observed between the control lines and the lines expressing *AmaRNAi*, as well as the mutant lines for Nrt. **(G)** Dot-plot graph showing the lengths of the tilt, each dot corresponds to one disc. *UAS-AmaRNAi* (Ama KD) myoblast late expression leads to shortening of the tilt length compared to UAS-mCherryRNAi control (*p* < 0,0042). This shortening is also evident in transheterozygous mutants Nrt^1^/Nrt^2^ compared to wild-type Nrt homozygous (*p* < 0,025) and Nrt^2^/ Nrt^+^ (*p* < 0,011). ^#^Tendon-specific AmaKD in R79D08-lexA>lexAop-mCD8::GFP; Sr-Gal4>UAS-AmaRNAi discs does not significantly affect either the volume or length of tendons. In all graphs, error bars represent SD; *p < 0.05, **p < 0.*01*, ***p < 0.001, and ****p < 0.0001, ns: not significant, Mann–Whitney test (D) and (G), Fisher’s exact test (E). *n* = number of discs; (S4 Data). APF, after pupae formation.

Thus, Ama could mediate tendon-myoblast adhesion by interacting with Nrt on the tendon side and myoblast-myoblast adhesion on the other side, directly or through another unidentified transmembrane receptor. Ama is orthologous to several Ig-like neuronal cell adhesion molecules in vertebrates, including the IgLON 4 and 5 GPI-anchored membrane proteins that regulate myoblast adhesion during myogenesis and muscle regeneration by providing an essential microenvironment that ensures muscle stem cell survival [39,40].

Thus, the conservation of Ama’s function could highlight a pivotal role in sustaining muscle tissue homeostasis and development across evolution.

### Ama and Nrt contribute to long tendon morphogenesis

In addition to the loss of myoblast adhesion observed in Nrt mutants and R15B03-Gal4>AmaRNAi discs, we also noticed a general alteration in the morphology of the tilt. In particular, the tilt appears shorter in mutants compared to controls (Fig 5B’ and 5C’). Suggesting that in addition to their role in myoblast positioning, Ama-Nrt interaction would also contribute to tendon morphogenesis. This would support the hypothesis of a reciprocal influence between these 2 cell types for coordinating their developmental fate.

Given the implications of Ama and Nrt in glial cell migration and axonal pathfinding [16,22,41], and because leg long tendons form by collective migration of epithelial cells [25], we wondered if loss of Ama or Nrt could affect tilt elongation. We measured the length of the tilt relative to the length of the femur (see Material and methods), and found that tilts in discs with *Ama* knockdown in myoblasts are shorter than in control (Fig 5G and S4 Data). In a similar manner, the combination of transheterozygous *Nrt*^*1*^*/Nrt*^*2*^ mutants exhibit a shorter tilt compared to controls (Fig 5G). Interestingly, in both cases, the overall tendon volume is not affected. This result implies that the tendon shortening is somehow compensated for by a widening of the structure, resulting in a clearly visible deformation of the tendon (Fig 5F and S4 Data). As we showed that tendon cells also express *Ama*, we investigated the effect of tendon-specific *Ama* knockdown on tendon elongation. Tendon-specific induction of UAS-AmaRNAi using Sr-Gal4 driver did not result in any tendon elongation defects (Fig 5F and 5G). Thus, Ama secretion by the myoblasts, likely interacting with Nrt at the tendon surface, is essential for proper elongation and morphogenesis of the tilt long tendon.

Altogether, these results support a model in which Ama::Nrt interaction is important for ensuring specificity of myoblast to tendon adhesion. These results also suggest that, in return, Ama could provide a guiding cue through Nrt that would be necessary for the correct growth of the tendon. It has been shown that Ama and Nrt are dominant enhancers of the axon misguidance phenotype observed in an Abelson tyrosine kinase (Abl) mutant [16]. Because Abl regulates modulators of the actin cytoskeleton [42–44] is tempting to speculate that activation of this pathway by Ama/Nrt could contribute to tendon growth in coordination with myoblast adhesion.

## Conclusion

Overall, we identify *Ama* and *Nrt* as a part of transcriptional signature of developing leg muscle and tendon precursors. We show that Ama is a key player with a double role during appendicular myogenesis. First, during early larval development, Ama acts in a myoblast-autonomous way to promote their proliferation and to establish the appropriate number of leg myoblasts, independentlty of Nrt. Our genetic analyses indicate that Ama acts downstream of FGFR pathway to fulfill this function. Second, slightly later in development, Ama secreted by myoblasts interacts with Nrt expressed at the surface of one of leg tendon (tilt) precursors. This interaction is crucial for myoblast-tendon specific adhesion, tilt tendon elongation, and consequently, coordinated development of tilt-associated appendicular muscle. Thus, Ama and Nrt represent a pair of molecules that ensure early cross talk between 2 key components of developing muscle, the tendon precursors and myoblasts. This result points to the importance of reciprocal cell–cell communication during early steps of muscle development. We also uncover a dual role for Ama in regulating both myoblast number and cell adhesion, indicating that within a cell population the use of a single molecule can be reoriented by modulating its mode of interaction. Giving the well-characterized cellular and molecular convergences observed during muscle development between vertebrates and *Drosophila*, our findings could be relevant to analogous processes in vertebrates.

## Material and methods

### Fly strains and genetic

The following fly stocks were used: enhancer traps line sr-gal4^md710^ ([45], BDSC 2663); UAS-Lifeact.GFP (BDSC 35544); UAS-mCherryCAAX (BDSC 59021); R32D05-Gal4 (BDSC 49712); UAS-stingerGFP (BDSC 84278); UAS-mCherryRNAi (BDSC 35785); UAS-AmaRNAi (BDSC 33416); w^1118^; Nrt^1^/TM6B (BDSC 25032); Nrt^2^/TM6B (BDSC 25033); tubGal80^ts^ (BDSC 7108); UAS-rlSem (BDSC 59006); UAS-Htl-DN (BDSC 5366); UAS-Htl-CA (BDSC 5367); UAS-StyRNAi (VDRC 330208); UAS-Sty (BDSC 20670); UAS-lacZ (BDSC 1776); R15B03-Gal4 (BDSC 49261); R79D08-lexA (BDSC 54734); lexAop-mCD8::GFP (BDSC 66545); UAS-mCherryNLS (BDSC 38425). For experiments using tubGal80^ts^, crosses were kept at 18°C and then shifted at the appropriate stage (L2) to 30°C. All other experiments were performed at 25°C.

### Cell sorting and RNA extraction

The fluorescence-activated cell sorting and RNA sequencing of 0 h APF leg disc myoblasts were conducted following the same protocol as described in Laurichesse and colleagues. For myoblast sorting, we used the targeted expression system lexA/lexAop to express the lexAopGFP transgene specifically in leg disc myoblasts (R32D05-lexA>lexAopGFP).

### RNA-seq and transcriptomic data analysis

Extracted total RNA from GFP+ myoblasts and input (IP) cells (sample of all leg disc cells) from 3 different replicates were sent to Heidelberg genomic platform EMBL for high-throughput mRNA sequencing (NextSeq 500/Illumina). They generated mRNA libraries with NEB RNA Ultra kit (New England Biolabs E7770L) and oligo(dT) probe were used to target mRNA for cDNA synthesis. Single-end multiplexing was performed. Bioinformatic analysis was performed using FastQC and Cutadapt [46] for reads quality control and filtration. Reads alignment and counting were performed using Hisat2 [47] and HTseq [48] (reference genome Dm6 Ensembl release 70). Values were normalized for each gene (RPKM) using Cufflinks [49] and differential expression between IP and GFP+ samples were determined using R script DEseq2 V: 3.13 software. Fold change (FC) between GFP+ and IP samples was computed using their normalized raw counts. GEO accession number: GSE245192.

### Ama transgenes

#### UAS-Ama-HA transgene

The UAS-Ama C-terminal tagged with FLAG-HA (UFO01101—DGRC Stock 1621050; https://dgrc.bio.indiana.edu//stock/1621050; RRID:DGRC_1621050) clone was obtained from the Universal Proteomics Resources, a Berkeley Drosophila Genome Project (BDGP) (https://www.fruitfly.org/EST/proteomics.shtml) and contains a *white* gene selectable marker and an *attB* site. The PhiC31 transformation services in BestGene (http://www.thebestgene.com/) were performed on *y*^*1*^ *w*^*67c23*^*; P{CaryP}attP2* line (BDSC 8622) with an estimated CytoSite 68A4 (chromosome 3) and on *y*^*1*^ *w*^*67c23*^*; P{CaryP}attP40* line with an estimated CytoSite 25C6 (chromosome 2) using the UAS-Ama construct above.

#### Ama::EGFP transgene

w^1118^ line expressing EGFP C-terminal tagged endogenous Ama protein was generated by CRISPR-mediated-genome editing by homology repair using the following guide 5′- CTTCGAGGGCACTGGGATGACGGTC-3′ by Wellgenetics (Taiwan). Detailed protocol on request.

### Immuno-histochemistry and confocal microscopy

The following primary antibodies were used: mouse anti-Nrt (1:100—BP106- Developmental Studies Hybridoma Bank DSHB), rabbit anti-Twist (1:300—our lab), rabbit anti-Dcp1 (1:100—Cell Signaling), rabbit anti-pH3 (1:500—Merk Millipore), goat anti-GFP (1:500 –ab5450- Abcam), and rabbit anti-Ama (1:500, gift from I. Silman). Secondary antibodies donkey anti-rabbit, donkey anti-mouse conjugated to cy3- or cy5- fluorochromes (Jackson Immunoresearch), donkey anti-rabbit Dylight 405 (Jackson Immunoresearch), donkey anti-rabbit Alexa Fluor 488 (Thermo Fisher), and donkey anti-goat Alexa Fluor 488 (Invitrogen) were used (1:500). Immunohistochemistry experiments were performed on samples fixed in 4% formaldehyde (FA-methanol free) for 20 min, washed in 0.5% PBS-Triton, and blocked in 30% horse serum before immunostaining with primary antibodies, at 4°C overnight. The samples were washed in 0.5% PBS-Triton and incubated with secondary antibodies, at room temperature during 2 h. After 3 washes in 1XPBS, samples are mounted in Vectashield medium for analysis. Immunostained samples were imaged on LSM800 Zeiss confocal microscope, and images were analyzed using Imaris 9.8.2 and ImageJ-fiji 2.9.0/1.53t softwares.

### In situ hybridization

Leg imaginal discs were dissected in 1XPBS and fixed by 4% formaldehyde (FA-methanol free) for 20 min. Samples were washed 3 times in 1XPBS and incubated in methanol over-night (o/n) at −20°C. Samples were progressively rehydrated in 75% MetOH-25% PBS for 5 min, 50% MetOH-50% PBS for 5 min, 25% MetOH-75% PBS for 5 min, 10% MetOH-90% PBS for 5 min, and samples were quenched with 0.3% H2O2 for 15 min. The samples were washed 3 times in 1XPBS for 5 min each and were permeabilized by 80% acetone for 10 min at −20°C, and washed 3 times in PBS-Tween (PBSTw) for 5 min at room temperature. The samples were refixed by 4% FA for 20 min and washed 3 times for 5 min each. Then, samples were incubated in 50% Hybridization Buffer (50% formamide, 2× SSC, 1 mg/ml Torula RNA, 0.05 mg/ml Heparin, 2% Roche blocking reagent, 0.1% CHAPS, 5 mM EDTA, 0.1% Tween 20)– 50% PBSTw for 5 min, 75% HB-25% PBSTw for 5 min, 90% HB-10% PBSTw for 5 min, and incubated during 1.5 h at 60°C in 100% HB Buffer. The samples were incubated o/n at 60°C with anti-sense DIG-labeled RNA probes against *Ama* diluted in HB (1:100). The samples were washed in 100% HB for 1 h at 60°C, in 75% HB-25% PBSTw for 15 min at 60°C, in 50% HB-50% PBSTw for 15 min at 60°C, in 25% HB-75% PBSTw for 15 min at 60°C, in 10% HB-90% PBSTw at 60°C for 15 min and were washed 3 times in PBSTw 5 min for each at room temperature. Then, the samples were incubated for 1.5 h in PBSTw-1%BSA before being incubated with anti-DIG-POD antibody (Roche, 1:2,000) and other primary antibodies o/n at 4°C. After 5 washes in PBSTw, Tyramide Signal Amplification (TSA) were performed in 100 μl Amplification Buffer + 2 μl TSA^+^ Cy3 (PerkinElmer, 1:50) for 5 min at room temperature. The sample were washed 6 times for 5 min each in PBSTw and were incubated with secondary antibodies for 2 h at room temperature. After 3 washes in 1XPBS, samples are mounted in Vectashield medium for analysis.

### Quantification and statistical analysis

#### Myoblast counting

Images were processed with Imaris 9.8.2 software and GFP+, Twist+, Dcp1+, and pH3^+^ cells were detected automatically using the “*Spots*” function. The automatic cell counting was subject to manual adjustment. Myoblast proliferation and apoptosis were calculated by determining the percentage of pH3+/GFP+ cells and Dcp1+/GFP+ cells, respectively. It is noteworthy that the use of 2 UAS-transgenes (UAS-lacZ; UAS-Sty) is sufficient to rescue the reduction of myoblast number induced by UAS-Sty expression alone, emphasizing the importance of adding a second UAS-transgene as a control.

#### Myoblasts to tendon distance

Tilt surface was automatically determined using the “*Surface*” function of Imaris Software, then a distance map was generated using the “*Distance Transformation”* function. The distance in μm between the tilt surface and each myoblast, detected using the “*Spot”* function as described above, was calculated with the “*intensity center spot*” function (see also S5 Fig).

#### Tendon length and volume measurement

Contour surfaces of the tilt and of the femur were determined either automatically (for the tilt) or manually (for femur) using Imaris “*Surface*” function to extract 3D objects and calculate their volumes. Tilt volume was determined by normalizing the volume of the tilt over the volume of the femur. 3D objects were then used to measure tilt and femur lengths using “*skeletonize*” *(2D-3D)* plugin of ImageJ-Fiji 2.9.0/1.53t software. Tilt length was then determined by normalizing the length of the tilt over the length of the femur.

Statistical analyses were carried out using Prism 9.2.0 and statistical significances were determined using Mann–Whitney tests or Fisher’s exact test/Chi-square test. Differences were considered significant if *p*-value <0.05.

## Supporting information

S1 Fig *Nrt* and *Ama* expression patterns in L2 leg disc and *R32D05-Gal4* expression pattern in L3 leg discs. **(A–C)** Confocal optical sections of Ama::EGFP (gray) L2 leg discs immunostained for Twist (red). Ama::EGFP protein is found surrounding most of the myoblasts. **(D–F)** Confocal optical sections of Sr-Gal4>UAS-Lifeact.GFP (green) L2 leg discs immunostained for Nrt (magenta). Tendon precursors are not yet specified at this stage and no Nrt presence can be detected. **(G–I)** R32D05-Gal4 drives expression in all leg disc myoblasts. *Gal4* expression under the control of DNA sequences from regulatory regions of *string* gene drives the expression of *GFP* (green) that colocalizes with Twi*-*positive myoblasts (magenta). This expression was already observed in early L2 stage (S3 Fig).
(TIF)

S2 Fig During early metamorphosis *Ama* is expressed in both myoblasts and the tilt tendon. **(A–F)** In situ hybridizations of *Ama* (gray) in dorsal femur region from R32D05-Gal4>UAS-GFP (green) 5 h APF leg discs. **(A–C)** In control disc expressing *UAS-mCherryRNAi* in myoblasts, *Ama* expression is detected in both myoblasts (in green) and the elongating tilt tendon (red outlined). **(D–F)** When AmaRNAi is specifically driven in the myoblasts using R32D05-Gal4, *Ama* expression remains visible only in the elongating tendon, indicating that, at this stage, both myoblasts and the tilt express *Ama*. **(G–L)** In situ hybridizations of *Ama* (gray) in dorsal femur region from Sr-Gal4>UAS-LifeactGFP (green) 5 h APF leg discs. **(G–I)** In control disc expressing *UAS-mCherryRNAi* in tendon cells, *Ama* expression is detected in both the elongating tilt tendon (green, red outlined) and the surrounding myoblasts. **(J–L)** When AmaRNAi is specifically driven in the tendon cells using Sr-Gal4, *Ama* expression is lost in the tilt but remains visible in the surrounding myoblasts, confirming that, at this stage, both myoblasts and the tilt express *Ama*. **(M–P)** Confocal sections of 5 h APF leg discs immunostained for Ama protein (gray) and FasIII (magenta) that allows to reveal the leg disc epithelium and the invaginating tilt (arrowheads). **(M, N)** In R32D05-Gal4>UAS-mcherryRNAi control leg discs, Ama protein is widely distributed in the dorsal femur region. **(O, P)** In R32D05-Gal4 leg discs expressing *UAS-AmaRNAi* specifically in the myoblasts, Ama secreted protein is barely visible (number of analyzed discs, AmaRNAi = 10, mCherryRNAi = 10).
(TIF)

S3 Fig Ama specific down-regulation in tendon and myoblasts. **(A–C)** Tendon-specific *Ama* down-regulation does not affect proliferation rate and viability of tendon cells. Representative confocal images of the tilt in the dorsal femur of Sr-Gal4>UAS-mCherryNLS leg discs expressing UAS-AmaRNAi, immunostained for pH3 **(A)**, and Dcp1 **(B)** at L3 and 5 h APF stage, respectively. **(C)** As previously described, only rare mitotic events can be observed among leg tendon cells which are recruited from the leg disc epithelium (Laurichesse and colleagues). Consequently, no proliferative rate differences are observed between AmaKD and control leg discs. Similarly, we did not observe any significant increase of cell death in AmaKD in L3 or 5 h APF leg discs (S3 Data). **(D–L) Ama down-regulation leads to myoblast depletion in second larval instar before any *Nrt* expression is observed.** Confocal optical sections of R32D05-Gal4>UAS-GFP (green) leg discs at mid L2 stage immunostained for Twi **(D, G)** and for Nrt **(J)**. **(D–F)** In control leg discs, R32D05-Gal4 induces *GFP* expression (Green) in all Twi-positive myoblasts (magenta). **(G, H)** *AmaRNAi* expression using R32D05-Gal4 driver leads to the loss of most of the myoblasts. **(J–L)** Nrt protein (magenta) is not detected in midL2 stage.
(TIF)

S4 Fig Expression patterns of R15B03-Gal4 and R79D08-lexA drivers. **(A–F)** R15B03-Gal4>UAS-mCherryNLS (green) leg disc immunostained for Twi (magenta). **(A–C)** L2 leg disc shows no *mCherryNLS* expression in Twi-positive myoblasts, indicating that R15B03-Gal4 driver is not expressed in myoblasts at this stage. **(D–F)** During L3 stage, *mCherryNLS* starts to be expressed in Twi-positive myoblasts as well as in few other cells. **(G, H)** 5 h APF R79D08-lexA>lexAop-mCD8::GFP; Sr-Gal4>UAS-CAAXmCherry leg discs, R79D08—lexA driving lexAop-GFP allows the visualization of developing tendons identified through the expression of the well characterized *Sr-Gal4* driver expression (magenta).
(TIF)

S5 Fig Experimental determination of myoblasts to tendon distance using Imaris Software. **(A)** Confocal optical sections of 5 h APF leg disc corresponding to the image presented in Fig 5 A and A′. R79D08-lexA>lexAop-mCD8::GFP allows the visualization of the tilt (green), myoblasts are visualized by Twi immunostaining (magenta) and the whole femur epithelium by Fasciclin 3 immunostaining (cyan). **(B)** Modelization of the tilt and associated myoblasts using Imaris Software. The tilt surface (gray) was determined automatically from the green channel using the “Surface” function of Imaris Software. Each myoblast associated with tilt were detected automatically (red) from the magenta channel (Twist) using the “Spot” function. As shown in Fig 2O–P′, myoblast membranes are very closed to each other. Therefore, we found it more accurate to use the nuclei of myoblasts (stained with Twi antibody) than the cytoplasmic membrane to individually identify myoblasts. Moreover, we considered that the distances between the myoblast nuclei and the tendon surface accurately reflect the spatial relationship between these 2 cell types, given that the myoblast nucleus occupies most of the cell volume. **(C)** From the 3D modelization of the “tilt surface” object, a distance map (blue) was generated from the outside “tilt surface” object using the “Distance Transformation” function of Imaris Software, after converting our data from 8-bit to 32-bit. Then, the “tilt surface” object serves as the focal point of the distance map, enabling the calculation of distances from any external object (here, the red spots representing individual myoblasts) to the nearest boundaries of the surface object. **(D)** Higher magnification, depicting the distance (green line) between the surface of the tilt and each myoblast (center of each spot). The distance in μm between the tilt surface and each myoblast is shown in spots statistics “intensity center channel” (channel corresponding to the distance map). This corresponds to the distance between the center of the spot (myoblast nucleus) and the surface of the “tilt surface” object closest to the spot (green line). The mean of all distances was then calculated.
(TIF)

S1 Data Differential gene expression analysis table.

S2 Data Individual quantitative obervations of myoblast number, proliferation, and apoptosis.

S3 Data Individual quantitative obervations of tendon cell number, proliferation, and apoptosis.

S4 Data Individual quantitative obervations of tendon volume and length and myoblasts-tendon distances.

## Abbreviations

APF: after pupae formation
CT: connective tissue
DE: differentially expressed
FC: fold change
GO: gene ontology
MCT: muscle connective tissue
RTK: receptor tyrosine kinase

How the deposited data were processed for this re-analysis (not part of the article)

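The data are RPKM values of mRNA libraries from 3 replicates of GFP+ myoblasts sorted from leg discs at 0 h APF and from 3 replicates of the input, a sample of all leg disc cells that includes the myoblasts. As the methods state, the authors checked and filtered reads with FastQC and Cutadapt, aligned them with Hisat2, counted them with HTSeq on a reference named as Dm6 with an Ensembl release, computed RPKM per gene with Cufflinks, and tested genes with DESeq2. The versions of the aligner and the counter are not given in the methods. The deposited RPKM values are the authors' own and carry no pseudocount, floor or logarithm. The counts that entered DESeq2 were not used here, and the test of the paper was not repeated. The tendon cell libraries, the GO annotation and the list of interacting pairs were not used either. The table lists 17490 genes, and all of its value columns belong to the 6 libraries.

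Gene positions and exon lengths were taken from Ensembl annotation release 115 on the dm6 sequence, which matched 17216 genes by identifier. It is not the release that the authors used. In each library, RPKM times the summed exon length of a gene was found to be a whole multiple of a single step, to within 0.05 reads for 97.4% to 98.6% of genes with under 100 reads and for 97.5% to 97.9% of genes with under 1000 reads. The step gives the total number of reads behind the RPKM, from 64759715 to 84316120 in the myoblast libraries (median 84179930) and from 41455114 to 67763265 in the input libraries (median 60432784). In input replicate 1 the reads recovered on matched genes add up to 45603729, more than its total of 41455114, so that total is not the sum of reads over genes there, and the reason is not known. The number of reads limits the precision of low values, and since reads without molecular identifiers are not independent molecules, the reads set only a lower bound on the counting error. The procedure that finds the step was tested on simulated values of 17490 genes with independent reads and with 60 reads per molecule, with an error of 0% in both. A first form of it had failed on the amplified simulation and was changed, with no effect on the steps of the 6 libraries.

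Genes with an RPKM of at least 1 in at least 3 of the 6 libraries were kept (7533 genes). Values were taken as log2(RPKM + 1), with no further scaling, and the groups were compared with limma 3.58.1 in R 4.3.3, with the empirical Bayes trend and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. The legend of Fig 1A gives the same fold change and a P of 0.05, without saying whether that P is adjusted. Every adjusted p given for a gene is from this test. Fold changes are on the log2(RPKM + 1) scale and understate the change of genes with low RPKM. On simulated values for 7533 genes, of which 200 were changed, the test recovered 96 (48.0%). It recovered 74.3% of those changed by 2 or more on the log2 scale and 21.2% of those changed by 1. There were 9 false calls and no call in the wrong direction. Single genes were also compared with an exact permutation test of the RPKM values over 20 arrangements, which cannot give a p under 0.1. Lists of genes were tested with camera at a preset correlation of 0.01, adjusted over 9 lists, and with fry. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. No pair of replicates was identical, and the chi-square per degree of freedom between replicates of a group was at least 133.

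The groups, the tests, the rule for naming genes and all but 2 of the alternatives were set before the data were examined, apart from a part of S1 Data, which holds some of the same RPKM values. The lists, written from general knowledge, cover muscle development, sarcomere genes, tendon precursors, disc epithelium, neurons, glia, hemocytes, trachea and stress response, with further lists of fat body, salivary gland and FGF pathway genes that were not tested as sets. The lists were written after that part had been read, and it held 3 of the tendon, 6 of the disc epithelium, 4 of the neuron, 1 of the glia, 1 of the hemocyte and 4 of the salivary gland genes and none of the other lists. The lists were therefore also tested without these genes. This division is not certain, since odd and dar1 were counted as not seen although S1 Data gives both a strongly negative log2 fold change. Named genes are those that the paper names, the 10 called genes with the largest positive and the 5 with the most negative log2 fold change whose groups do not overlap, and members of a list where that list is discussed. The alternatives were a pseudocount of 0.1, no filter on low values, a mean RPKM over 5, median-of-ratios scaling, rescaling of each library to the same sum, quantile normalization, a replicate block, leaving out each library in turn, no empirical Bayes trend, array quality weights, and no adjustment of p. The default estimation of the weights did not converge, and the gene-by-gene method was put in its place after that had been seen. After the values had been seen, 2 more were added, log2 values from which the trend of each library on exon length was removed (a lowess curve with a span of 0.3) and limma's voom on the recovered reads. The gene length trend was removed on simulated values with a known trend too, where the Spearman correlation with length moved from -0.627 to -0.00139. One gene with a high rank, FBgn0261451, has neither a symbol in the table nor a match in the annotation and is given by its identifier.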

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

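The tests on reads in the inputs were chosen only after the result was seen. The 10 genes with the largest positive log2 fold change among those called are not discussed in the paper, and each was above the input level in all 3 myoblast libraries. The log2 fold change was 3.57 for lms, 3.34 for unpg, 3.11 for snoRNA:Me28S-A1322, 3.06 for kon, 2.91 for CG11835, 2.82 for Act57B, 2.80 for CG5160 and 2.63 for FBgn0261451. The others, snoRNA:Me28S-C3351 and mir-4954, are listed at 0 in all 3 inputs, so no fold change is given. Their mean RPKM in myoblasts was 8.53 and 8.29.

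Several technical explanations were weighed. With each library's trend on exon length removed, 10 of the 10 genes were still called, although FBgn0261451 has no exon length and was not moved. With quantile normalization 10 were called, and without input replicate 1 also 10. These values argue against gene length, the scaling between libraries and input replicate 1 as the whole cause. Without input replicate 2 there were 9 calls, with snoRNA:Me28S-A1322 lost, and without input replicate 3 there were 8, with snoRNA:Me28S-A1322 and mir-4954 lost. In all, snoRNA:Me28S-A1322 lost its call in 8 of 18 alternatives, which were those without input replicate 2 or 3, without myoblast replicate 1, 2 or 3, with a pseudocount of 0.1, with no filter on low values and with voom. For mir-4954 there were 3, without myoblast replicate 2, without input replicate 3 and with voom, and for snoRNA:Me28S-C3351 there was 1, with voom.

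The level in the inputs leaves part of the list open. A value above 0 was listed in every input for 7 of the 10 genes. The exceptions are the 3 short RNA genes, snoRNA:Me28S-A1322, snoRNA:Me28S-C3351 and mir-4954, with summed exon lengths of 73, 77 and 91 bases. At their mean myoblast level, snoRNA:Me28S-C3351 and mir-4954 would have had from 27.2 to 51.1 reads in an input library. Where the other inputs predicted from 20 to under 50 reads for a gene, between 54.4% and 76.8% of such genes had none, and in input replicate 3, where mir-4954 comes to 51.1 reads, 38.2% of genes with from 50 to under 100 predicted reads had none, so for these genes too few reads in the inputs cannot be told apart from a lower level there. For snoRNA:Me28S-A1322, listed at 0 in input replicate 2 where its mean myoblast level would have given 120 reads, the share at 0 was 19.2% in that library for genes with from 100 to under 200 predicted reads, which also leaves it open. Their myoblast values were also uneven, with 1.70, 5.86 and 17.3 RPKM for mir-4954 in replicates 1, 2 and 3. With voom on recovered reads, chosen after the values had been seen, the adjusted p of the 3 genes lay between 0.145 and 0.237 (limma with Benjamini-Hochberg adjustment), the highest of their alternatives. The lowest adjusted p over the alternatives was 0.00243 for mir-4954, 9.21e-05 for snoRNA:Me28S-A1322 and 0.000544 for snoRNA:Me28S-C3351.

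Reads of a gene with overlapping exons stay open for 3 of the 10 genes, since the strand used in counting is not known. Only overlaps of exons with exons were examined. Reads from an intron of another gene were not, so they stay open for the others too, among them the 3 short RNA genes. Exons of lms overlap those of Mgat1 and exons of kon those of grnd, in both cases on the opposite strand, and exons of Act57B overlap a small nucleolar RNA gene on the same strand. Act57B also has close copies among the actin genes. FBgn0261451 was not in the annotation and its neighbours were not examined. Higher expression in the sorted myoblasts than in the rest of the disc is the biological difference that the design gives, and it remains open for lms, unpg, kon, CG11835, Act57B, CG5160 and FBgn0261451.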

How the results depend on the processing

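The alternatives with length-adjusted log2 values and with voom on recovered reads were chosen after seeing the data, and so was the estimation method of the array quality weights. The median log2 fold change of all genes tested stayed within 0.06 of 0 except with quantile normalization, where it was 0.16. In every alternative, calls shared with the 1534 genes had the same direction.

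The number of called genes moved from 1534 to 920 among genes with a mean RPKM over 5, where fewer genes were tested (6188) and all 920 were among the 1534, to 2482 with array quality weights and to 763 with voom on recovered reads, of which 754 were among the 1534. It ranged from 903 to 2342 genes across the 6 fits that each left out one library. The low end came without a myoblast replicate (951, 918 and 903) and the high end without input replicate 1. Without input replicate 2 there were 1546 calls and without input replicate 3 there were 1143.

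Genes called higher numbered 416, and 181 with the same sum in each library, 823 with quantile normalization, 930 with array quality weights, 763 with unadjusted p, 691 with length-adjusted log2 values and 228 with voom. They ranged from 139 without myoblast replicate 2 to 871 without input replicate 1. Genes called lower numbered 1118, and 607 with a mean RPKM over 5 and 535 with voom. The other alternatives left these counts within 1.5 times. For the array quality weights, the default estimation did not converge and gave 1474 calls (391 higher and 1083 lower) with a weight of 0.0837 for input replicate 3. The gene-by-gene method used in its place gave input replicate 1 a weight of 0.124 and input replicate 3 one of 2.66. The cause of these shifts was not tested.

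All 7 myoblast markers were called in every alternative except that with the same sum in each library, where 6 were called. Ama was called in every alternative, with a log2 fold change from 1.42 to 1.95 over the fits without a library and from 1.66 to 1.82 over the others. Of the 6 partners of Fig 1C, 2 were called with the same sum in each library, 3 with voom, and from 2 to 6 across the fits without a library. The myoblast share of the input lay between 16.1% and 19.4% over the fits without a library, less than its spread between inputs from 17.6%.

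The fit with a replicate block, which treats libraries of the same number as a pair, called 1668 genes. Residuals of same-numbered libraries correlated at 0.345, 0.262 and 0.00685 for replicates 1, 2 and 3. The last gives no sign of pairing, which does not show that pairing is absent. With the length trend removed, the residuals correlated at 0.157, 0.0971 and 0.000305 in the same order. The methods do not say what libraries of the same number share. The numbers were therefore not taken to pair the samples, and pairing stays open. With the replicate block, Nrt had the same log2 fold change of 0.91 with an adjusted p of 0.0462 (limma with Benjamini-Hochberg adjustment), where the alternatives gave from 0.0462 to 0.422, and sty was not called. No other named gene or list changed its call under the block.

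Among the full lists, those of muscle development, sarcomere, tendon, disc epithelium and neuron genes kept their direction and their side of the threshold in every alternative. The median of the glia list was -1.47 without a filter, -2.23 with the same sum in each library and -1.83 with fry, each past the threshold that camera had not reached, and it reversed to 0.44 with a mean RPKM over 5, where 3 genes were tested. The median of the hemocyte list reversed to 0.0108 with quantile normalization, and ranged from -1.44 to 0.0879 across the fits without a library, reversing without input replicate 2. The trachea list passed the threshold with fry (-2.28), with voom (-6.33), where 2 genes were tested, and with a mean RPKM over 5 (-3.89), where vvl alone was tested and the value is that of 1 gene, not of a list. The stress list ranged from -0.77 to -0.58 across the fits without a library and was not past the threshold without myoblast replicate 2 (-0.58) or input replicate 3 (-0.60). The cause of these changes was not tested.

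Of 47 other named genes, 26 kept direction and call in every alternative. In the others, 71 of 839 values changed, 63 of them weaker, 7 stronger and 1 reversed. The reversal was CycE, not called in any fit, which had a log2 fold change of -0.0204 without input replicate 1 and from there up to 0.35 across the fits without a library. The genes sty and PCNA, near the threshold, lost their call in 9 and 8 of 18 alternatives.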

Differences from the paper's values

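The paper gives 1703 genes as down-regulated in myoblasts (Fig 1A), and 1118 were called lower here. Of the alternatives set before the data were examined, those with a replicate block (1177), without input replicate 1 (1471) and with unadjusted p (1393) came within 1.5 times of the paper's count, and the others did not. Array quality weights gave 1552 with a gene-by-gene estimation that was chosen after seeing that the default one did not converge, and 1083 with the default one. Length-adjusted log2 values, an alternative chosen after seeing the values, gave 1350. The paper's 2236 differentially expressed genes and 533 enriched genes lie within 1.5 times of the 1534 and 416 called here.

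S1 Data gives log2 fold changes. The copy held here has 1999 of its 17490 genes, sorted from the most negative log2 fold change, so only single genes were compared. The RPKM values in it are those of the deposited table. The paper's log2 fold change was -6.59 for Appl, against -4.19 here, -5.38 for CG15630 (fipi) against -2.45, -5.83 for beat-Ia against -2.03, -6.61 for odd against -2.29, and -8.13 for dar1 against -1.86. For Fas3 it was -4.57 against -4.06, for noe -7.23 against -6.54, for Spn43Aa -7.20 against -6.50, and for verm -7.17 against -6.45. The values here are on the log2(RPKM + 1) scale, which holds back the change of genes near 0 in myoblasts. With a pseudocount of 0.1 the values were -5.99 for Appl, -4.78 for CG15630, -4.48 for Fas3, -7.18 for noe, -7.14 for Spn43Aa and -7.24 for verm, within the larger of the 2 standard errors of the paper's values, and Fas3 also came within it with the same sum in each library (-4.18). For beat-Ia (-4.35), odd (-4.99) and dar1 (-4.61) neither that pseudocount nor any other alternative set before the data were examined closed the gap. With voom on recovered reads, chosen after seeing the values, the log2 fold change was -6.65 for Appl, -6.79 for CG15630, -6.90 for beat-Ia, -8.62 for odd, -9.06 for dar1, -4.50 for Fas3, -7.27 for noe, -7.15 for Spn43Aa and -7.20 for verm, each within its standard error of the paper's value. With voom, Appl, CG15630, beat-Ia, odd and dar1 were no longer called.

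Fig 1A shows a group of enriched genes whose log fold change is far above that of twi, Him and Mef2, whereas the largest log2 fold change here was 3.57, for lms, on the log2(RPKM + 1) scale. This size depends on the scale, and for lms it ranged from 3.39 to 4.67 over the alternatives that keep all libraries, the highest with voom on recovered reads, chosen after seeing the values. For genes listed at 0 in all inputs no fold change is given. Among the developing tendons, the paper describes Nrt as restricted to the tilt. It also reports Nrt in the chordotonal organ and in distal neuronal precursors, and none in myoblasts at L3. These statements rest on antibody staining of the protein from L3 into early metamorphosis. At the later stage, high-resolution images of the dorsal femur led the paper to describe Nrt protein as specific to the tendon. Here Nrt had 95.1 RPKM in the sorted myoblasts at 0 h APF, so RNA is set against protein. The paper's introduction describes ladybird as expressed in leg myoblasts, and of its genes lbl was lower in myoblasts than in the input, with a log2 fold change of -2.55, and lbe was not tested because of its low RPKM.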

Other observations

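Of the tests below, those on the gene length trend of input replicate 1, on fat body and salivary gland genes, on Nrt, on genes with few reads and on a single myoblast share were chosen, or had their criteria rewritten, only after the result was seen. The first had asked that input replicate 1 show the strongest length trend of all libraries, which input replicate 2 exceeded slightly. The test of genes overlapping Nrt had asked for no overlap at all. Part of S1 Data, which holds the same RPKM values from the most negative log2 fold change on, had been seen when the gene lists were written. Results on full lists of tendon, disc epithelium, neuron, glia, hemocyte and salivary gland genes are therefore not independent of the data. Which genes had been seen is not certain. S1 Data gives -6.61 for odd and -8.13 for dar1, and both were counted as not seen. Results without the genes seen carry this doubt.

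The 6 libraries can be divided into 3 and 3 in 10 ways, so no share of splits can fall under 0.1. Only 1 of the 10 splits, the real one, gave as many called genes, and the same 1 split gave as many higher and as many lower genes. Each of the other splits gave 0 calls, with 20 to 493 genes at an unadjusted p under 0.05 and a fold change over 1.5, against 2156 in the real split. For the lists of sarcomere, tendon, disc epithelium, neuron, glia and trachea genes the real split alone gave a camera p as small (1 of 10). For the muscle development list 2 of 10 splits did, for the stress list 3 and for the hemocyte list 4.

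Lists of genes from other cell types fell in the myoblast libraries. The median log2 fold change was -3.37 for 9 tendon genes (camera, adjusted p = 2.13e-06), -1.61 for 18 disc epithelium genes (1.14e-05), -3.23 for 10 neuron genes (1.14e-05), -1.83 for 6 glia genes (0.0736), -0.32 for 6 hemocyte genes (0.287) and -2.28 for 3 trachea genes (0.0736). With fry, the glia and trachea lists passed as well (adjusted p = 0.00609 and 0.00189), the calls for tendon, disc epithelium and neuron genes held, and that for hemocyte genes did not pass (0.119). The values of 3 tendon, 6 disc epithelium, 4 neuron, 1 glia and 1 hemocyte genes had been seen when these lists were written. Without them the median was -2.34 for 6 tendon genes (camera, adjusted p = 0.00283), -2.46 for 6 neuron genes (0.00755), -0.57 for 12 disc epithelium genes (0.123), -1.47 for 5 glia genes (0.343) and -0.24 for 5 hemocyte genes (0.573). The fall of the disc epithelium list thus rests in large part on genes already seen, although with fry it still passed without them (adjusted p = 0.00595). The tendon, neuron and glia lists also passed with fry without the genes seen (adjusted p = 0.00283, 0.0185 and 0.0338). The hemocyte list did not (fry, adjusted p = 0.377). Called genes on the full lists numbered 8, 11, 9, 4, 2 and 2, and 9, 11, 9, 4, 2 and 2 adjusted over the list alone. Of the genes that Fig 1C lists on the tendon side, Appl had a log2 fold change of -4.19, Ror of -2.62, CG15630 (fipi) of -2.45 and beat-Ia of -2.03, and CG33543 was too low to be tested. Exons of Ror overlap those of CG5676.

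Nrt had 95.1 ± 14.2 RPKM (SD, n = 3) in the sorted myoblasts, more than 90.9% of the tested genes, and 169% of its mean input level. The paper stained Nrt protein in the tilt and the chordotonal organ at this stage and reports no Nrt in myoblasts at L3. Other cells in the sorted sample would bring their own genes along at a similar share of the input level. Over the genes counted as not seen when the lists were written, 6 tendon genes kept a median of 1.24% of their input level. The 6 neuron genes kept 2.83%. These values argue against tendon precursors and neurons as the source. The most abundant of these tendon and neuron genes were slow at 27.7 RPKM and elav at 18.0 RPKM in the input. In myoblasts they had 1.73 and 3.30 RPKM. Which genes had been seen is not certain, since odd and dar1 were counted as not seen. Over the full lists the medians were 1.46% for 9 tendon genes and 0.739% for 10 neuron genes. The 12 disc epithelium genes not seen kept a median of 59.4%, against 6.01% for all 18, so the median of this list decides nothing. Epithelial cells would bring all their abundant transcripts, however, and of the 14 disc epithelium genes with at least 10 RPKM in the input, 7 kept between 0.559% and 4.01%, among them grh, dac and Dll, and stayed under 16.9% even when their highest myoblast value is set against their lowest input value. Of these 7, crb alone had not been seen when the list was written. Fas3, which the paper stains in the femur epithelium, had 2.39 RPKM in myoblasts and 56.7 RPKM in the input. These values argue against epithelial cells in general as the source, although 4 of the 14 genes, ptc, bab2, ci and shg, kept more than 100%. The genes en, inv and Lim1 kept 42.8%, 68.6% and 86.8%. None of the genes with these higher levels had been seen, so the argument rests mostly on genes already seen. A small group of epithelial cells rich in Nrt was not tested. Of the full lists, 1 tendon, 0 neuron and 7 disc epithelium genes had over 5 RPKM in myoblasts, no gene belongs to another list, and the paper names 3 of the tendon genes. Without the genes seen, glia genes kept 16.3% and hemocyte genes 95.6%, so that hemocytes are not argued against by the median. He, the most abundant of these hemocyte genes in the input at 14.8 RPKM on average, had 0.106 RPKM in myoblasts. Its input mean rests on replicate 1, with 38.8, 2.02 and 3.73 RPKM in replicates 1, 2 and 3, so it decides nothing. The 3 trachea genes, none of them counted as seen, kept 3.32%. Reads of the overlapping gene mus302 would give Nrt at most 1.33 RPKM. Hemocytes, such a small group of epithelial cells and Nrt RNA in leg myoblasts at 0 h APF stay open, and no protein was measured in these libraries.

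The input libraries contain the myoblasts, and the 7 marker genes had a median input level of 17.6% of their myoblast level (SD 2.32 between the inputs, which had 16.1%, 19.2% and 20.6%). With the length trend removed the median was 17.8%, which argues against gene length as its cause. If this were a single share of myoblast RNA in the input, genes used by myoblasts could not fall far below it. Of 3051 genes with at least 20 RPKM in myoblasts, 3 had a mean input level below 11.7% of their myoblast level, lms at 5.01%, unpg at 8.85% and kon at 11.0%. In 1 of them, lms, all 3 inputs were below it, while unpg reached 12.9% in input replicate 3 and kon 14.3% in input replicate 2. These genes go against a single share, the tolerance for such exceptions was set after lms had been seen, and a single share stays open. The values that follow for Ama hold only if there is one. Under that share, myoblasts would give 67.7 of the 127 RPKM of Ama in the input, and the other 59.8 RPKM (46.9%) would come from other cells. These would then hold 72.5 RPKM on average. As ratios of mean RPKM, myoblasts would then exceed the other cells 5.31-fold, where they exceed the input 3.02-fold. The input level of Ama was 47.8%, 22.8% and 28.8% of its myoblast level in replicates 1, 2 and 3, and after removal of the length trend 46.3%, 23.0% and 29.4%. Its lowest value, 23.0%, is only a little above the 19.2% of the markers in the same library, and input replicate 1 carries most of the excess. A candidate explanation is Ama RNA outside the myoblasts. The paper reports Ama as enriched in sorted tendon cells too. By in situ hybridization it shows Ama RNA in larval clusters of the tarsi and, after pupa formation, in the tilt. Input replicate 1 as a source of error stays open.

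Input replicate 1 stood apart from the other inputs. Over 7360 tested genes with an exon length, its log2 difference to them fell with length (Spearman rho -0.638, across genes, which are not independent replicates). The median difference was 1.02 for 1121 genes under 1000 bases and -0.87 for 1065 genes over 5000 bases. The same correlation was 0.647 for input replicate 2, 0.331 for input replicate 3 and -0.452, 0.433 and 0.0289 for myoblast replicates 1, 2 and 3. Because each library is compared with the others of its group, the opposite signs in part mirror each other. Among the 709 genes over 100 RPKM, the SD of the log2 difference was 0.884 between input replicates 1 and 2, 0.621 between 1 and 3 and 0.378 between 2 and 3. Removal of the length trends lowered these to 0.641, 0.471 and 0.317. The smaller difference of input replicate 1 was 1.64 times that between input replicates 2 and 3 at these high levels, which argues against lower sequencing depth as the cause. A gene length bias in that library, as from more degraded RNA or another fragment size, is in line with these values, and neither of these sources was tested. It may bear on any gene of extreme length in the comparison, since without this library 2342 genes were called in place of 1534.

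In the same library the neuron list lay lower than in the other inputs, with a median log2 difference of -1.76 over 10 genes (percentile 0.01 among 10000 random lists matched on expression). With the length trend removed it was -0.86, at percentile 3.21, where the middle 95% of random lists reached down to -0.89. Gene length and less neural tissue cannot be told apart here, since part of the shift remained at the edge of that range. The glia list, whose length-adjusted median was -0.0668, had 3 genes above 0 and 3 below and decides nothing. Length-adjusted medians in this library were 0.35 for disc epithelium genes (percentile 98.8), 0.08 for tendon genes (81.5), -0.31 for hemocyte genes (41.1), 0.16 for muscle development genes (85.8) and -0.32 for stress genes (0.03).

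All 7 fat body genes examined, among them Lsp1beta and Fbp1, had their highest RPKM in input replicate 1, with a median of 4.72 and a highest value of 7.27 there, against at most 1.00 in any other library. All 7 salivary gland genes, mostly glue genes, had their highest RPKM in input replicate 3 (4 of them had been seen when the list was written, and the other 3 had not), with a median of 36.9 and 211 RPKM for Sgs7, against at most 4.61 in any other library. None of these genes reached 5 RPKM in myoblasts on average. Fat body and salivary gland tissue carried along with the discs are candidate sources for these signals, in a single library each, and no other explanation was tested. Of the hemocyte genes, PPO1 and PPO2 had 9.19 and 9.60 RPKM in myoblast replicate 3 and were listed at 0 in the other myoblast libraries.

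Few genes had only a handful of reads. Genes with 1 to 9 reads were 18.9%, 11.1% and 6.74% of the number with 10 to 99 reads in myoblast replicates 1, 2 and 3, and 8.50%, 6.12% and 4.94% in input replicates 1, 2 and 3. Simulated libraries of 17490 genes gave 60.7% with independent reads and 2.04% with 60 reads per molecule. Where the other libraries of a group predicted 10 to 20 reads for a gene, between 50.1% (myoblast replicate 1) and 82.7% (input replicate 1) of such genes had none, and 10 independent reads would leave 0.00454% without any. This is in line with many reads per captured molecule, as from the amplification of little RNA. Differences between animals or samples also add zeros and were not separated from it. The total of reads then says less about the precision of low genes than its size suggests.

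The FGF receptor htl and stumps, which acts downstream of it, were higher in myoblasts, with log2 fold changes of 2.44 and 2.62, and the genes of the FGF ligands pyr and ths were lower, with -2.72 (adjusted p = 0.000970) and -2.15 (adjusted p = 0.00752, limma with Benjamini-Hochberg adjustment). In myoblasts these had 0.169 and 0.0827 RPKM on average. The inhibitor sty was higher by 0.63 (adjusted p = 0.0371), a call that 9 of 18 alternatives did not make. For rl and Sdc, the log2 fold changes of -0.40 and 0.12 were not past the threshold. The paper names 4 of the 7 genes of this list.

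The gene lbl had 1.56 ± 0.423 RPKM (SD, n = 3) in myoblasts and 14.0 ± 2.42 (SD, n = 3) in the input, a log2 fold change of -2.55. It was -2.57 with length-adjusted log2 values and at its smallest -2.45 with an input replicate left out, which argues against gene length and against a single input as the cause. For lbe, RPKM was 0.906 in myoblasts and 0.816 in the input on average. Expression of lbl in other cells of the disc, or in few of the myoblasts, was not tested.

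Heat shock and stress genes were lower in myoblasts than in the input, with a median log2 fold change of -0.68 over 13 genes, 12 of them below 0 (camera, adjusted p = 0.0214; fry, adjusted p = 0.0128). Called genes were Hsp70Aa and Hsp70Ab, also when adjusted over the list alone, and reads of these near-identical copies can be divided between them. The 11 Hsp genes held 3.42% to 4.03% of the recovered reads in the myoblast libraries and 4.23% to 6.61% in the inputs. All 13 genes had over 5 RPKM in myoblasts. Whether the dissociation and sorting of the cells bear on these levels was not tested.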
